# Targeting HDAC6 to treat heart failure with preserved ejection fraction in mice

**DOI:** 10.1038/s41467-024-45440-7

**Published:** 2024-02-26

**Authors:** Sara Ranjbarvaziri, Aliya Zeng, Iris Wu, Amara Greer-Short, Farshad Farshidfar, Ana Budan, Emma Xu, Reva Shenwai, Matthew Kozubov, Cindy Li, Melissa Van Pell, Francis Grafton, Charles E MacKay, Xiaomei Song, James R Priest, Gretchen Argast, Mohammad A. Mandegar, Timothy Hoey, Jin Yang

**Keywords:** Target identification, Heart failure, Target validation, Heart failure, Mechanisms of disease

## Abstract

Heart failure with preserved ejection fraction (HFpEF) poses therapeutic challenges due to the limited treatment options. Building upon our previous research that demonstrates the efficacy of histone deacetylase 6 (HDAC6) inhibition in a genetic cardiomyopathy model, we investigate HDAC6’s role in HFpEF due to their shared mechanisms of inflammation and metabolism. Here, we show that inhibiting HDAC6 with TYA-018 effectively reverses established heart failure and its associated symptoms in male HFpEF mouse models. Additionally, in male mice lacking *Hdac6* gene, HFpEF progression is delayed and they are resistant to TYA-018’s effects. The efficacy of TYA-018 is comparable to a sodium-glucose cotransporter 2 (SGLT2) inhibitor, and the combination shows enhanced effects. Mechanistically, TYA-018 restores gene expression related to hypertrophy, fibrosis, and mitochondrial energy production in HFpEF heart tissues. Furthermore, TYA-018 also inhibits activation of human cardiac fibroblasts and enhances mitochondrial respiratory capacity in cardiomyocytes. In this work, our findings show that HDAC6 impacts on heart pathophysiology and is a promising target for HFpEF treatment.

## Abstract (web summary)

HFpEF has few effective treatments. Here, the authors show that inhibition of histone deacetylase 6 (HDAC6) with TYA-018 reverses established HFpEF symptoms in mice, comparably to the use of a sodium-glucose cotransporter 2 inhibitor; highlighting HDAC6 as a potential target to treat HFpEF.

## Introduction

Heart failure with preserved ejection fraction (HFpEF) accounts for more than 50% of all HF cases and is associated with high morbidity and mortality; yet, there are limited disease-modifying options that specifically treat HFpEF. For example, sodium-glucose transport protein 2 (SGLT2) inhibitors and angiotensin receptor-neprilysin inhibitors have shown clinical evidence of reducing hospitalization for HF, but their benefits are generally limited to patients with HFpEF who have a lower EF. These therapies also require careful dosing and monitoring to reduce the risk of adverse events, such as hypotension and low renal function^1,2^. To develop more effective therapies for HFpEF, we need to better understand the molecular mechanisms governing HFpEF.

HFpEF is characterized by diastolic dysfunction with a normal EF, a nondilated left ventricle with concentric remodeling, or left ventricular (LV) hypertrophy. LV diastolic stiffness and relaxation are also impaired, resulting in higher LV filling pressures. These characteristics contribute to symptoms of dyspnea, abnormalities in lung gas exchange, impaired aerobic capacity, and the development of pulmonary hypertension^1,3^.

In HFpEF, the severity of diastolic dysfunction is influenced by myocardial extracellular matrix remodeling and mitochondrial disorder^4–6^. The collagen deposited by myofibroblasts disrupts the electromechanical coordination between cardiomyocytes, leading to ventricular stiffness, impaired diastolic relaxation, and filling^7^. Also, HFpEF is characterized by a compromised energy metabolism, leading to a deficit in energy production. Experimental HFpEF model is associated with perturbations in fatty acid oxidation, redox reactions, and the synthesis of adenosine triphosphate in the mitochondria^8^.

Preclinical studies have demonstrated the cardioprotective effects of a pan-HDAC inhibitor (Givinostat) in mouse and SAHA in a feline model of diastolic dysfunction^9,10^. Previously, we found that inhibiting HDAC6 altered mechanisms that contribute to dilated cardiomyopathy^11^. Specifically, TYA-018, a highly selective and orally available HDAC6 inhibitor, increased the expression of targets associated with fatty acid metabolism, protein metabolism, and oxidative phosphorylation in a mouse model of dilated cardiomyopathy^11^. Given the involvement of these mechanisms in pathophysiological processes associated with HFpEF^12^, we hypothesized that HDAC6 might play a significant role in HFpEF as well.

In this study, we developed a mouse model induced by a high-fat diet (HFD) in combination with moderate transverse aortic constriction (mTAC) to mimics crucial hemodynamic characteristics of HFpEF observed in patients. Utilizing this model and another HFD + L-NAME model^13^, we investigate the impact of inhibiting HDAC6—either with a small molecule or by genetic deletion—on HFpEF and its underlying mechanisms. Our results support the direct role of HDAC6 on HFpEF pathophysiology within the heart, suggesting that inhibiting HDAC6 could be a promising approach for treating HFpEF.

## Results

### Develop a mouse model recapitulates human HFpEF

Age, hypertension, obesity and metabolic syndrome are important risk factors in HFpEF pathophysiology^14,15^. In this study, we took a “two-hit” approach using metabolic stress induced by an HFD and mechanical stress induced by chronic moderate pressure overload in the heart with mTAC to mimic the physiological and morphological features seen in patients with HFpEF. We divided 2-month-old male C57BL/6 J mice into four groups with one of the following 16-week regimens: (1) HFD (60% kilocalories from fat); (2) mTAC (with a standard chow diet); (3) HFD+mTAC; or (4) controls (no mTAC and a standard chow diet) (Fig. 1a). In these mice, mTAC generated moderate pressure overload to the left ventricle (Supplementary Fig. 1a and 1b), and an HFD led to increased body weight and glucose intolerance (Fig. 1b and Supplementary Fig. 1c and 1d).

**Fig. 1:**
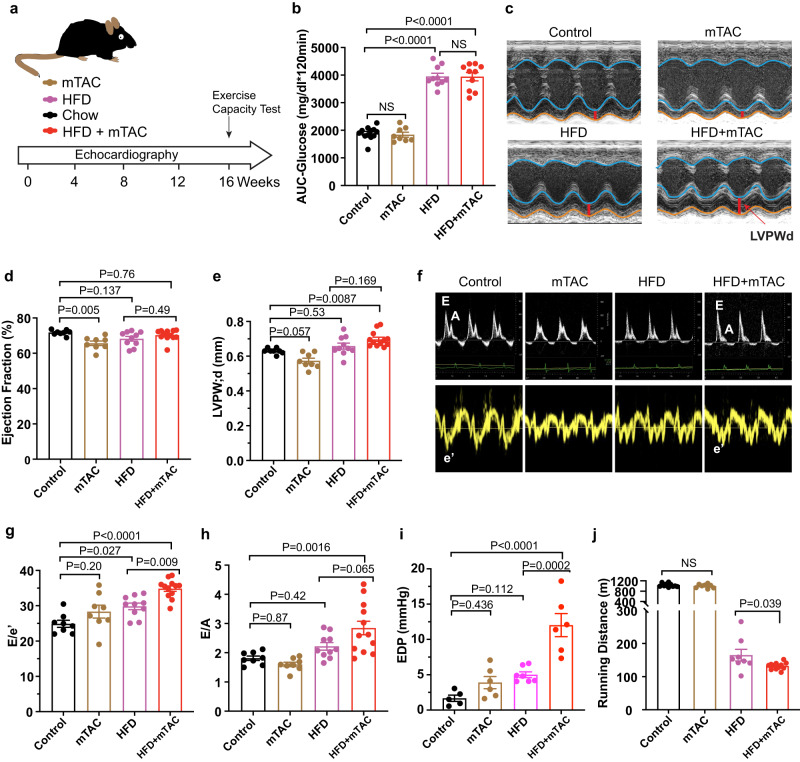
HFD + mTAC mice developed key phenotypes of clinical HFpEF. **a** Schematic overview of study design. Wild-type male C57BL/6J mice were separated into the following regimens for 16 weeks: standard chow (control), HFD, mTAC, or HFD+mTAC for 16 weeks. Heart function was measured with echocardiography every 4 weeks. **b** Area under the curve (AUC) of an intraperitoneal glucose-tolerance test of mice 16 weeks after induction (control *n* = 12, mTAC *n* = 8, HFD *n* = 10, HFD+mTAC *n* = 10 mice). **c** Representative LV M-mode echocardiographic tracings. Images are representative of 8–10 independent mice. **d**, **e** Echocardiographic measurement of ejection fraction and LVPWd 16 weeks after induction (control *n* = 8, mTAC *n* = 8, HFD *n* = 10, HFD+mTAC *n* = 12 mice). **f** Representative pulsed-wave Doppler (top) and tissue Doppler (bottom) tracings after 16 weeks of induction. Images are representative of 8–10 independent mice. **g**, **h** Non-invasive Doppler analysis of E/e’ and E/A ratios 16 weeks after induction (control *n* = 8, mTAC *n* = 8, HFD *n* = 10, HFD+mTAC *n* = 12 mice). **i** Pressure-volume loop measurement of EDP in each group of mice at 16 weeks after induction (control *n* = 5, mTAC *n* = 6, HFD *n* = 7, HFD+mTAC *n* = 6 mice). **j** Running distance during exercise exhaustion test (control *n* = 10, mTAC *n* = 8, HFD *n* = 8, HFD+mTAC *n* = 12 mice). Data are expressed as the mean ± SEM. Statistical analysis was performed using one-way ANOVA followed by Tukey’s multiple comparisons test (**b**, **d**, **e**, **g**–**i**). Statistical significance was assessed by unpaired two-sided Student’s *t* test between the two groups of HFD and HFD+mTAC (**j**). The exact *P* values are shown in the figures. NS, not significant. Source data are provided as a Source Data file.

To evaluate heart function in these mice, we used longitudinal echocardiography, Doppler imaging, and invasive catheterization. We found that compared to controls, HFD+mTAC mice had a persistently preserved left ventricular ejection fraction (LVEF), whereas HFD and mTAC mice had a slightly lower LVEF. HFD+mTAC mice also had significant concentric LV hypertrophy, indicated by higher global hypertrophy (LV mass) and LV posterior wall thickness at diastole (LVPWd) (Fig. 1c–e and Supplementary Fig. 1e-i). Although all groups showed varying degrees of diastolic dysfunction, HFD+mTAC mice demonstrated signs of increased LV filling pressure as measured with noninvasive Doppler imaging and invasive catheterization 16 weeks after model induction (Fig. 1f–i, Supplementary Fig. 1j, k). It is worth noting that mice subjected to the HFD+mTAC treatment exhibited an ~20% mortality rate within a 16-week period, while no mortality was observed in the other groups (Supplementary Fig. 1l).

A key feature of HFpEF is exercise intolerance, which contributes to reduced quality of life. Thus, we evaluated exercise performance in each group of mice 16 weeks after induction. Although HFD mice gained weight and had lower exercise performance, HFD+mTAC mice ran a significantly shorter distance than HFD alone group, consistent with their pronounced diastolic dysfunction (Fig. 1j). These findings support that HFD+mTAC mice recapitulated the pathological phenotypes seen in patients with HFpEF.

### Hearts of HFD + mTAC mice show HFpEF transcriptomic signatures

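Left ventricular tissue of 5 control mice and 5 HFD+mTAC mice was compared, all wild-type C57BL/6 males that had received vehicle. HFD+mTAC mice were fed a diet with 60% of kilocalories from fat and underwent moderate transverse aortic constriction (mTAC), an operation that narrows the aorta and loads the left ventricle with pressure, whereas control mice had neither the operation nor the diet and received chow with 10% of kilocalories from fat. The paper gives 16 weeks of induction, and both its methods and the sample labels give daily vehicle (10 mL/kg) over 6 to 9 weeks. The legend of Fig. 2a gives 3 control mice, and all 5 control mice with data were used here because the paper's text does not name the 3. Polyadenylated RNA was sequenced, and the authors estimated counts per transcript with salmon and summed them to genes with tximport, which gave estimated counts without normalization, TPM values (transcript abundances corrected for length and scaled within each mouse) and average effective transcript lengths for each gene and mouse. Total estimated counts ranged from 34170139 to 53672260 per control mouse (median 43567149) and from 35760556 to 46718665 per HFD+mTAC mouse (median 38673546). The difference in totals between the groups was within the spread of the mice (two-sided exact permutation test, p = 0.444). Mitochondrially encoded genes took 47.8% ± 3.57 (SD, n = 5) of the counts in control mice and 50.1% ± 2.37 (SD, n = 5) in HFD+mTAC mice, again within the spread of the mice (two-sided exact permutation test, p = 0.246). Counts on protein-coding genes outside the mitochondrial genome ranged from 12.7 to 21.1 M per mouse. As in the paper's methods, genes were kept when protein-coding, not mitochondrially encoded and detected in at least 90% of the mice (9 of 10), which left 13299 of the 29564 genes listed. For single genes, the rounded counts were normalized by edgeR's TMM method and tested with its quasi-likelihood test with Benjamini-Hochberg adjustment over these genes, and normalized values are counts scaled to a common library size (CPM). For gene sets, TPM values were renormalized over the kept genes, and genes were ranked by equal-variance t-statistics of log2(TPM + 1). Pre-ranked GSEA with 1000 gene permutations gave a normalized enrichment score (NES), positive when a set was higher in HFD+mTAC mice, and a false discovery rate with the paper's threshold of 0.25. The Gene Ontology sets of Fig. 2a were not used here, and 8 lists of genes, written by hand for the 8 terms of that figure before the data were examined, stood in their place. The false discovery rate of a list was taken over these 8 lists alone. Passing 0.25 here is therefore not equivalent to the paper's calls over its own sets. The mean log2(TPM + 1) of each list in each mouse was compared between the groups with a two-sided exact permutation test. Neither the paper's text nor the labels give a sequencing batch for these mice.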

To characterize the transcriptional profile of our HFpEF model, we completed bulk RNA sequencing and unbiased Gene Set Enrichment Analysis (GSEA) of whole LV homogenates from control and HFpEF mice. Several gene clusters were enriched in HFpEF hearts, including genes associated with muscle hypertrophy and contraction, fibrosis [transforming growth factor β receptor signaling (TGFβ), extracellular matrix structural constituent], and platelet-derived growth factor receptor (PDGFR) signaling (Fig. 2a). Conversely, some genes were depleted in HFpEF hearts, including gene sets associated with mitochondrial function (electron transport chain, oxidative phosphorylation) (Fig. 2a). These gene expression profiles agree with transcriptomic signatures of pathophysiological components that underlie human HFpEF^16,17^, suggesting the translational utility of the HFD+mTAC model.

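The PDGFR signaling list was the only 1 of the 5 lists for these terms whose positive score passed the threshold, with an NES of 1.52 and a false discovery rate of 0.0973 over 37 genes. Of its genes, 26 were higher and 11 lower in HFD+mTAC mice, and its mean log2(TPM + 1) was 3.59 ± 0.16 (SD, n = 5) against 3.45 ± 0.10 (SD, n = 5) in control mice (exact permutation test, p = 0.135, adjusted over the 8 lists 0.466). It passed in 4 of the 10 fits that each left out 1 mouse. The setting that moved its score most was the inclusion of all gene biotypes and mitochondrial genes, with an NES of 0.752. Plcg1, on chromosome 2 of GRCm38 from 160731300 to 160775760, encodes a phospholipase C that PDGF receptors recruit, and had a log2 fold change of 0.23 (standard error 0.09, adjusted p = 0.513 from edgeR). Pdgfra, which encodes a PDGF receptor, had a log2 fold change of 0.06 (standard error 0.08, adjusted p = 0.91 from edgeR).
The extracellular matrix (ECM) list held 75 genes for structural constituents and scored 1.13 with a false discovery rate of 0.367. Of these genes, 41 were higher and 34 lower in HFD+mTAC mice, and the difference in the list mean was 0.07 (exact permutation test, p = 0.548). Its strongest rises by adjusted p were in Col8a1, a collagen gene on chromosome 16 of GRCm38 from 57624258 to 57754737, in Hspg2, which encodes perlecan, and in Aebp1. Col8a1 was 36.2 ± 6.77 CPM (SD, n = 5) in control mice and 55.7 ± 11.1 (SD, n = 5) in HFD+mTAC mice, a log2 fold change of 0.62 (standard error 0.15, adjusted p = 0.255 from edgeR), and every HFD+mTAC mouse lay above every control mouse. Hspg2 rose by 0.30 on the log2 scale and Aebp1 by 0.35 (adjusted p = 0.262 for each, from edgeR), while Fbn2, a fibrillin gene with a mean of 1.66 CPM, changed by -0.93 (adjusted p = 0.384 from edgeR). Col3a1, the collagen gene that the paper measured by qPCR, was 227 ± 105 CPM (SD, n = 5) in control mice and 189 ± 61.6 (SD, n = 5) in HFD+mTAC mice, a log2 fold change of -0.26 (standard error 0.30, adjusted p = 0.887 from edgeR) that was 0.03 with limma on log2(TPM + 1).
The TGFβ receptor signaling list scored 1.02 with a false discovery rate of 0.418 over 47 genes, of which 28 were higher and 19 lower. Ltbp4, which encodes a binding protein of latent TGFβ, was 523 ± 34.2 CPM (SD, n = 5) in control mice and 705 ± 102 (SD, n = 5) in HFD+mTAC mice, a log2 fold change of 0.43 (standard error 0.10, adjusted p = 0.245 from edgeR). Smad6 rose by 0.51 on the log2 scale, whereas Fos changed by -0.88, and neither had an adjusted p below 0.3145 in edgeR's test.
The hypertrophy list scored 1.19 with a false discovery rate of 0.419 over 36 genes, with 18 higher and 18 lower. Hdac4, on chromosome 1 of GRCm38 from 91928779 to 92195699, had the smallest adjusted p of the list, with a log2 fold change of 0.46 (standard error 0.10, adjusted p = 0.197 over all genes and 0.02 over the list alone, from edgeR). Acta1, the skeletal muscle actin gene, had a log2 fold change of 1.13 (standard error 0.38, adjusted p = 0.417 from edgeR), and 1 HFD+mTAC mouse lay far above the others at 1120.7 CPM. Rcan1 changed by -1.35 on the log2 scale (standard error 0.38, adjusted p = 0.299 from edgeR).
The cardiac muscle contraction list scored -1.28 with a false discovery rate of 0.106 over 55 genes, of which 21 were higher and 34 lower in HFD+mTAC mice. Its per-mouse mean was 5.83 ± 0.14 (SD, n = 5) in control mice and 5.83 ± 0.23 (SD, n = 5) in HFD+mTAC mice (exact permutation test, p = 1.0). Stc1, which encodes stanniocalcin 1, changed by 0.45 on the log2 scale (standard error 0.18, adjusted p = 0.515 from edgeR).
None of the members of the 5 lists had an adjusted p under 0.05 over all genes. Among 100 divisions of the same 10 mice into groups of 5, the real one included, scores as far from 0 arose in 8 for the PDGFR list, 57 for ECM, 58 for TGFβ, 32 for hypertrophy and 54 for contraction.

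**Figure D1:**
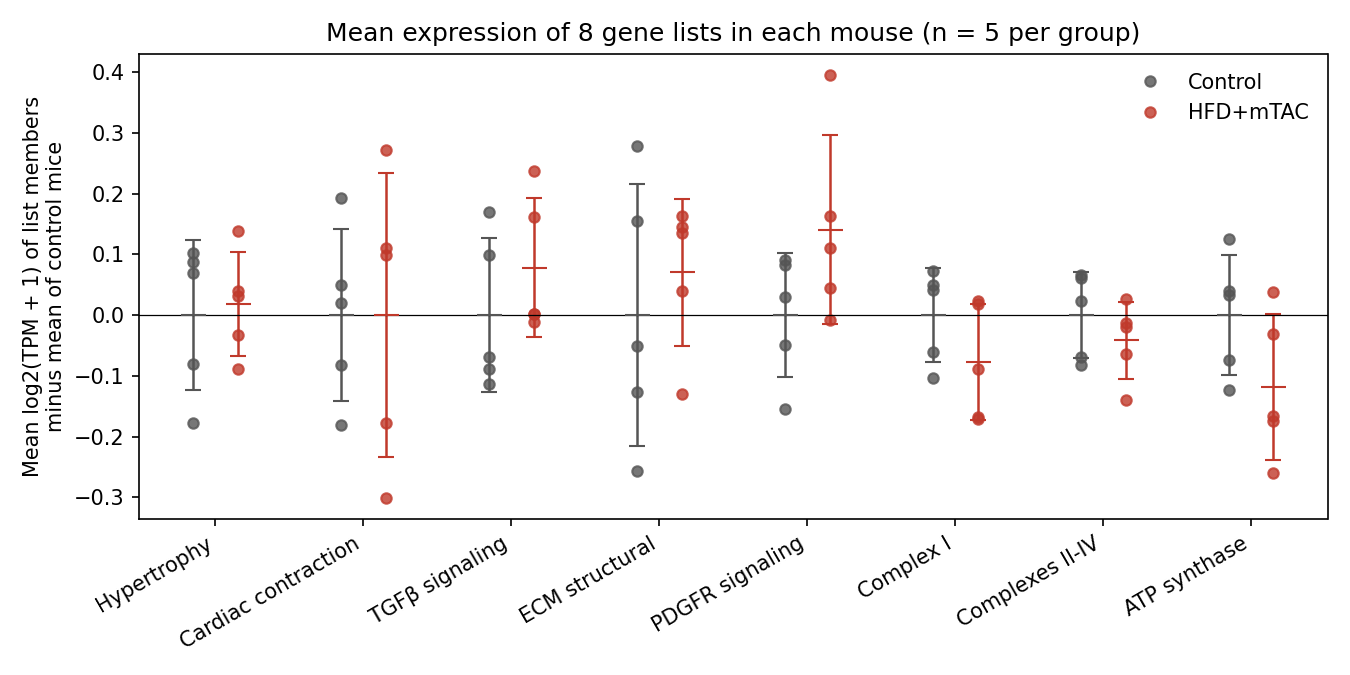
Mean log2(TPM + 1) of the members of each of the 8 lists in each mouse, minus the mean of the control mice (vertical axis), for control mice (grey points) and HFD+mTAC mice (red points). Horizontal marks and bars are the mean and SD of 5 mice. The groups overlap in every list.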

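Lists for respiratory complex I (36 genes), for complexes II to IV with electron carriers (31 genes) and for ATP synthase (19 genes) were scored. Their NES were -2.04, -1.70 and -2.005, with false discovery rates of 0.00321, 0.00856 and 0.00161. Of the complex I genes, 35 were lower and 1 was higher in HFD+mTAC mice. For complexes II to IV, 26 were lower and 5 higher, and all 19 ATP synthase genes were lower. The changes of single genes were small, with median log2 fold changes of -0.13, -0.12 and -0.18, and none had an adjusted p under 0.05 in edgeR's test, either over all genes or within its list. The list means differed by -0.08, -0.04 and -0.12 on the log2 scale, which was within the spread of the 5 mice of each group (exact permutation test, p = 0.175, 0.349 and 0.127, adjusted over the 8 lists 0.466, 0.559 and 0.466). Scores as far from 0 arose in 28, 22 and 15 of 100 divisions of the same 10 mice into groups of 5, the real one included. The mean correlation between the genes of a list, as camera estimates it, was 0.217, 0.0832 and 0.116.
Ndufa5, a complex I gene on chromosome 6 of GRCm38 from 24518666 to 24528013, was 722 ± 116 CPM (SD, n = 5) in control mice and 584.5 ± 125 (SD, n = 5) in HFD+mTAC mice, a log2 fold change of -0.31 (standard error 0.15, adjusted p = 0.629 from edgeR). Ndufb3 and Ndufv2 of the same complex changed by -0.22 and -0.19, the latter by 0.01 with limma on log2(TPM + 1), and Ndufs1 by 0.02. Cox6b1, a complex IV gene on chromosome 7 from 30616861 to 30626151, was 962 ± 113 CPM (SD, n = 5) in control mice and 795 ± 67.4 (SD, n = 5) in HFD+mTAC mice, a log2 fold change of -0.28 (standard error 0.10, adjusted p = 0.443 from edgeR). Uqcrb and Cycs changed by -0.25 and -0.23, and Etfdh by 0.27. The ATP synthase genes Atp5o, Atp5j and Atp5h changed by -0.22, -0.23 and -0.18 (adjusted p = 0.603, 0.675 and 0.761 from edgeR). Atp5c1 and Atp5f1 changed by -0.16 and -0.17 (adjusted p = 0.625 and 0.601 from edgeR), and 1 HFD+mTAC mouse lay within the control range for Atp5f1, at 1663 CPM.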

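Across the 13299 genes tested with edgeR, 8 had an adjusted p under 0.05, of which 6 were higher and 2 lower in HFD+mTAC mice, and 1099 had an unadjusted p under 0.05. The groups did not overlap in 261 genes (1.96% of those tested, against 0.79% by chance). With DESeq2 in place of edgeR, 120 genes passed (62 higher and 58 lower), among them the same 8. Edn3, which encodes endothelin 3 (chromosome 2 of GRCm38, 174760619 to 174784042), rose from 4.71 ± 1.13 to 11.7 ± 1.28 CPM (SD, n = 5 each), a log2 fold change of 1.31 (standard error 0.18, adjusted p = 0.0263 from edgeR). Papln, which encodes an extracellular matrix glycoprotein (chromosome 12, 83763634 to 83792382), rose from 12.2 ± 2.20 to 24.6 ± 3.71 (SD, n = 5 each), a log2 fold change of 1.00 (standard error 0.15, adjusted p = 0.0289 from edgeR). Fbp2, which encodes a fructose bisphosphatase (chromosome 13, 62836877 to 62858422), rose from 36.8 ± 4.86 to 62.7 ± 7.21 (SD, n = 5 each), a log2 fold change of 0.77 (standard error 0.11, adjusted p = 0.0289 from edgeR). Acsf2, which encodes an acyl-CoA synthetase (chromosome 11, 94557102 to 94601871), rose from 67.8 ± 7.96 to 103 ± 7.94 (SD, n = 5 each), a log2 fold change of 0.60 (standard error 0.09, adjusted p = 0.0455 from edgeR). Lrrc4b (chromosome 7, 44429018 to 44463351) and Bckdhb, which encodes a subunit of the branched-chain keto acid dehydrogenase (chromosome 9, 83925145 to 84124240), had log2 fold changes of -0.87 and -0.54 (adjusted p = 0.0263 and 0.0455 from edgeR). Chrna2, a nicotinic receptor gene with a mean of 4.57 CPM, had a log2 fold change of 1.39 (standard error 0.18, adjusted p = 0.0263 from edgeR); it lies below the mean of 5 CPM set for naming genes and was named after its values were seen. In each of these genes every HFD+mTAC mouse lay on the same side of every control mouse (exact permutation test, p = 0.00794, the smallest that 5 mice against 5 allow). They passed in 1 to 5 of the 10 fits that each left out 1 mouse, and none of them passed when average transcript lengths were used as an offset. That offset is what tximport recommends for such counts, and the main fit did not use it.
From the enriched and depleted gene clusters, the paper states that the expression profiles match signatures of components of human HFpEF, and it proposes on this basis that the HFD+mTAC model has translational use. The human profiles were not analysed here.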

**Fig. 2:**
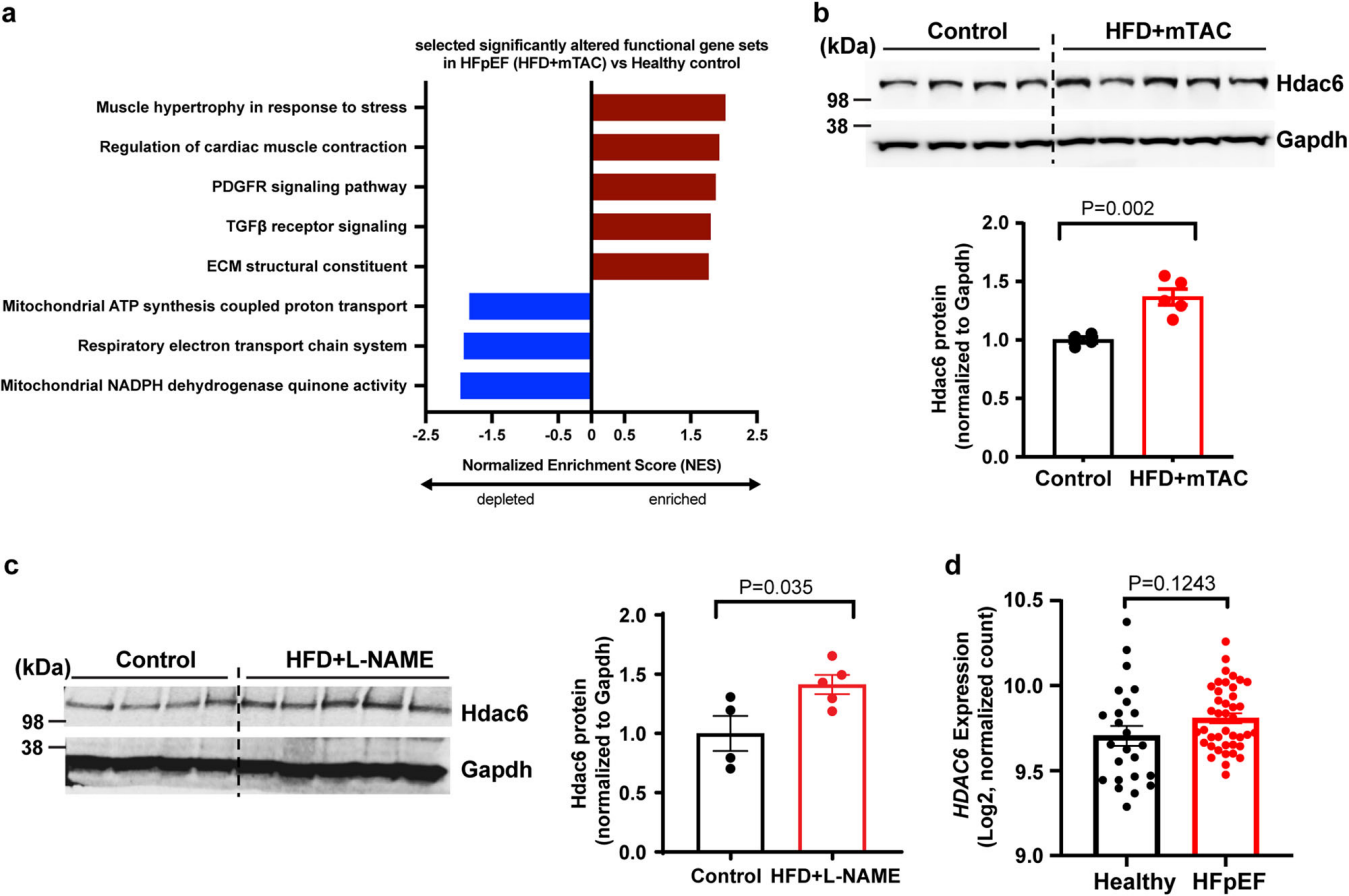
HDAC6 upregulation in heart tissues from HFpEF mouse models and patients with HFpEF. **a** Gene Ontology terms associated with upregulated and downregulated genes in HFD+mTAC mice (*n* = 5) versus control mice (*n* = 3). **b** Western blot analysis and quantitation of Hdac6 protein in heart tissues from control (*n* = 4) and HFD+mTAC mice (*n* = 5). **c** Western blot analysis and quantitation of Hdac6 protein in heart tissues of control (*n* = 4) and HFD + L-NAME mice (*n* = 5). **d** Quantitation of *HDAC6* mRNA expression in human heart tissues of healthy (*n* = 24) and patients with HFpEF (*n* = 41) from published RNA-Seq data. Data are expressed as the mean ± SEM. Statistical significance was assessed by unpaired two-sided Student’s t test (**b**, **c**), or unpaired two-sided t test with Welch’s correction (**d**). The exact *P* values are shown in the figure. ECM, extracellular matrix. Source data are provided as a Source Data file.

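For panel a, values from all 5 control mice are given, and each choice of 3 of the 5 was also scored against the 5 HFD+mTAC mice, since 10 such choices exist. The complex I list ranged from -2.38 to -1.43 in NES over the 10 choices, the list for complexes II to IV from -1.79 to -1.25 and the ATP synthase list from -2.30 to -1.39, and each passed the threshold as depleted in 10 of 10. The NES of the ECM list ranged from -1.04 to 1.72, and it passed as enriched in 3 of the 10 choices. The TGFβ receptor signaling list ranged from -0.745 to 1.37 and passed as enriched in 2 choices. The PDGFR signaling list ranged from 0.942 to 1.64 and passed in 4, and the hypertrophy list ranged from 0.962 to 1.55 and passed in 6. The cardiac muscle contraction list ranged from -1.57 to 0.774, and it passed as depleted in 5 choices and as enriched in none. With control mice TT-585, TT-586 and TT-587, the ECM, TGFβ, PDGFR and hypertrophy lists all passed as enriched (NES 1.72, 1.37, 1.63 and 1.47). In that choice the respiratory chain lists passed as depleted, as did contraction (-1.31). It was singled out after its values were seen, and the paper does not name its 3 control mice.
The mean log2(TPM + 1) of the ECM list was 3.73, 3.60, 3.19, 3.40 and 3.32 in control mice TT-583 to TT-587, against 3.49, 3.32, 3.61, 3.58 and 3.59 in HFD+mTAC mice TT-588 to TT-592. For the TGFβ receptor signaling list the values were 3.73, 3.66, 3.48, 3.49 and 3.45 in control mice and 3.80, 3.55, 3.57, 3.57 and 3.73 in HFD+mTAC mice. The PDGFR signaling list had 3.54, 3.53, 3.40, 3.48 and 3.29 in control mice, and 3.84, 3.56, 3.44, 3.49 and 3.61 in HFD+mTAC mice. The hypertrophy list had 5.77, 5.74, 5.76, 5.49 and 5.59 in control mice, and 5.81, 5.64, 5.70, 5.58 and 5.71 in HFD+mTAC mice. Values of the cardiac muscle contraction list were 5.85, 5.74, 6.02, 5.88 and 5.65 in control mice, and 6.10, 5.94, 5.65, 5.53 and 5.92 in HFD+mTAC mice. Complex I genes averaged 10.07, 10.08, 9.93, 9.97 and 10.11 in control mice, and 9.86, 9.86, 10.05, 10.06 and 9.94 in HFD+mTAC mice. Genes of complexes II to IV averaged 10.45, 10.41, 10.31, 10.32 and 10.46 in control mice, and 10.25, 10.33, 10.37, 10.42 and 10.38 in HFD+mTAC mice. ATP synthase genes averaged 10.94, 10.95, 10.83, 10.78 and 11.03 in control mice, and 10.65, 10.73, 10.88, 10.95 and 10.74 in HFD+mTAC mice.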

### HDAC6 upregulation in HFpEF hearts

Previous research has demonstrated the beneficial effects of inhibiting HDAC6 in a genetic cardiomyopathy model^11^. Given the shared underlying mechanisms involving inflammation and metabolism in both cardiomyopathy and HFpEF, we were driven to explore the potential role of HDAC6 in HFpEF. We quantified HDAC6 protein level in heart tissues of HFD+mTAC mice. In these mice, HDAC6 protein was significantly upregulated compared to controls (Fig. 2b). Remarkably, cardiac HDAC6 showed a positive correlation with marker genes associated with heart function (*Nppb*) and fibrosis (*Col3a1*) (Supplementary Fig. 2a, b).

Next, we investigated whether HDAC6 exhibits a conserved mechanism in HFpEF using a published mouse model of HFpEF. In this model, mice are fed an HFD and treated with L-NAME (L-N^G^-Nitro arginine methyl ester) for 20 weeks^13^. These HFD + L-NAME mice developed cardiac hypertrophy and diastolic dysfunction with preserved EF (Supplementary Fig. 2c–f). In heart tissues from these mice, the marker genes *Nppb* and *Col3a1* mRNA were significantly upregulated, supporting the establishment of HFpEF in this model (Supplementary Fig. 2g, h). In HFD + L-NAME mice, the expression of HDAC6 protein was also increased (Fig. 2c), correlated with the upregulation of *Nppb* and *Col3a1*, and severity of diastolic dysfunction [based on the early diastolic velocity ratio (E/e’)] and cardiac hypertrophy (based on LVPWd) (Supplementary Fig. 2i, j). In these cases, a higher level of HDAC6 protein expression was associated with more severe HF. This correlation suggests that HDAC6 plays a role in the development of HFpEF (Fig. 2c, Supplementary Fig. 2k–l). We also assessed HDAC6 enzymatic activity by quantifying the acetylation status of its widely recognized substrate, tubulin, in cardiac tissue samples collected from the two HFpEF models. Interestingly, the extent of tubulin acetylation exhibited a consistent pattern across both the control group and the HFpEF group (Supplementary Fig. 2m, n).

To test whether HDAC6 is also upregulated in human hearts with HFpEF, we analyzed publicly available RNA-Seq data of myocardial biopsies from control and failing human hearts^16^. HDAC6 mRNA levels were trending increased (+7.4%) in human hearts with HFpEF versus controls, although this difference is not statistically significant (Fig. 2d). Future studies should incorporate more data points to achieve a robust statistical comparison. Furthermore, given protein levels can provide additional insights into the functional status of HDAC6 beyond mRNA expression, it is crucial to analyze HDAC6 protein levels in HFpEF patient hearts, as have done in the mouse hearts of the two HFpEF models (Fig. 2b and 2c).

### HDAC6 inhibition improves HFpEF heart function

To determine how HDAC6 contributes to HFpEF, we utilized the small molecule TYA-018 to inhibit HDAC6 activity in HFD+mTAC mice^11^. We treated mice with TYA-018 (15 mg/kg) or vehicle (administered orally once per day) starting 16 weeks after mTAC and HFD induction. At this time, HFD+mTAC mice had established HFpEF phenotypes shown by cardiac hypertrophy and diastolic dysfunction with preserved EF (Fig. 3a and Supplementary Fig. 3a–f). Then, 3 to 6 weeks after starting TYA-018 treatment at 16 weeks, we assessed LV structure and heart function with echocardiography.

**Fig. 3:**
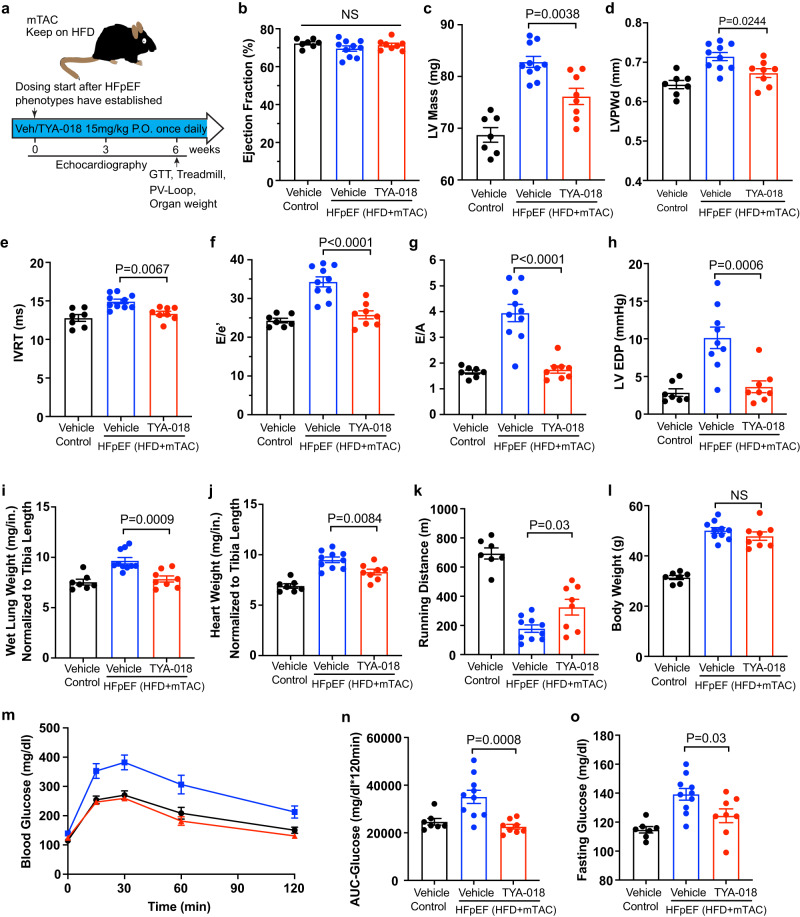
HDAC6 inhibition by TYA-018 reverses pre-existing heart failure in HFpEF model. **a** Schematic overview of study design. C57BL/6J mice with established HFpEF induced by HFD+mTAC were randomized to receive oral dosing of vehicle or TYA-018 (15 mg/kg) once per day. Heart function was measured with echocardiography at 3 and 6 weeks after treatment began. Quantitation of (**b**) EF, (**c**) LV mass and (**d**) LVPWd by echocardiography after 6 weeks of treatment. Quantitation of (**e**) IVRT, (**f**) E/e’ ratio, and (**g**) E/A ratio by non-invasive Doppler analysis after 6 weeks of treatment. **h** EDP invasively measured by intracardiac catheterization (Control *n* = 7, HFD+mTAC-Vehicle *n* = 9, HFD+mTAC-TYA-018 *n* = 8 mice). **i** Lung and (**j**) heart weight normalized to tibia length. **k** Running distance during exercise exhaustion test after 6 weeks of treatment. **l** Body weight of mice. **m** Blood glucose and (**n**) quantification of the area under the curve (AUC) of intraperitoneal glucose-tolerance test (GTT) after TYA-018 treatment. **o** Fasting blood glucose at 6 h after the last dose of TYA-018. Mice numbers: Control *n* = 7, HFD+mTAC-vehicle *n* = 10, HFD+mTAC-TYA-018 *n* = 8 (**b**–**g**, **i**–**o**). Data are expressed as the mean ± SEM. Statistical analysis was performed using one-way ANOVA followed by Tukey’s multiple comparisons test (**b**–**l**, **n, o**). The exact *P* values are shown in the figures. NS not significant. Source data are provided as a Source Data file.

Six weeks after starting treatment, the vehicle-treated mice with HFD+mTAC developed severe cardiac hypertrophy and diastolic dysfunction, while the TYA-018-treated mice showed continual improvements in left ventricular (LV) remodeling and diastolic function (Supplementary Fig. 3a–h). The TYA-018-treated mice showed declining LVPWd with no effects on EF, and improved diastolic function parameters such as normalized IVRT, E/e′, and E/A (Fig. 3b–g and Supplementary Fig. 3a–h). This improvement was confirmed by measuring end-diastolic pressure with an invasive micro-admittance catheter, which showed that TYA-018 treatment resulted in normalized end-diastolic pressure (Fig. 3h). The findings suggest that inhibiting HDAC6 has the potential to reverse preexisting diastolic abnormalities and improve cardiac relaxation and blood filling in HFpEF, leading to continual improvement in LV remodeling and diastolic function over time.

The improved cardiac phenotype in HFD+mTAC mice treated with TYA-018 was accompanied by reduced lung weight, a measure of pulmonary congestion and a clinical sign of HF in rodent models (Fig. 3i). These mice also had a lower heart weight, consistent with reduced hypertrophy (Fig. 3j). HFD+mTAC mice treated with TYA-018 also had a significantly better exercise performance (when they did not show a change in body weight) than those treated with vehicle (Fig. 3k–l and Supplementary Fig. 3i, j). These mice also showed improved glucose tolerance and restored fasting glucose (Fig. 3m–o). Notably, no adverse effects of TYA-018 treatment were observed during the study period. Additionally, TYA-018 treatment increased acetylated tubulin levels in HFD+mTAC mice, indicating robust HDAC6 inhibition and target engagement (Supplementary Fig. 2m). Collectively, these data show that inhibiting HDAC6 with TYA-018 rescues diastolic dysfunction and alleviates signs of HF in HFpEF mice, suggesting that HDAC6 activation contributes to HFpEF pathogenesis.

### Genetic HDAC6 deletion slows HFpEF progression

To further assess the role of HDAC6 in HFpEF, we employed a genetic approach and studied *Hdac6* knockout mice alongside their wild-type littermates. Both groups were subjected to a high-fat diet supplemented with L-NAME (Fig. 4a, Supplementary Fig. 4a). At 16 weeks, both groups exhibited similar levels of obesity (Supplementary Fig. 4b). However, *Hdac6* knockout mice showed a decelerated disease progression, as evidenced by reduced LV Mass, LVPWd, IVRT and E/e’ ratio at both 8 weeks and 12 weeks (Fig. 4b–d and Supplementary Fig. 4c, d). It is worth noting that there were no statistically significant differences between WT and *Hdac6* knockout mice in these parameters at 16 weeks. These findings support the hypothesis that HDAC6 plays a role in the development of HFpEF.

**Fig. 4:**
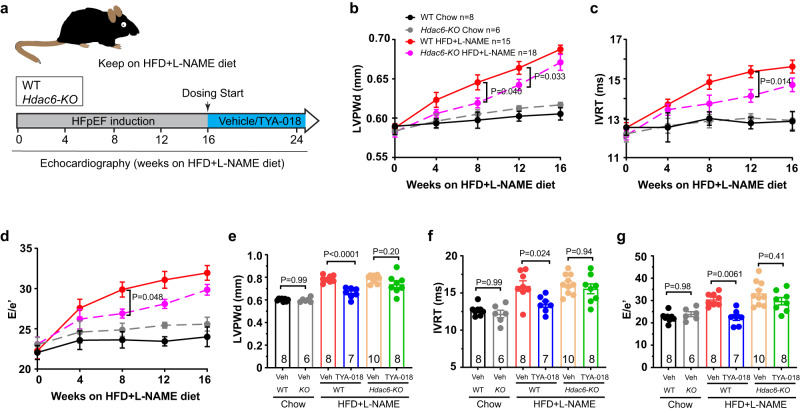
*Hdac6-KO* mice exhibit slower progression of HFpEF, and do not respond to TYA-018 treatment. **a** Schematic overview of study design. *Hdac6* knockout (KO) and wild-type (WT) mice treated with HFD + L-NAME for 16 weeks and then randomized to receive oral dosing of vehicle or TYA-018 (15 mg/kg) once per day for 8 weeks. Heart function was measured by echocardiography. Time course of (**b**) LVPWd, (**c**) IVRT (**d**) E/e’ ratio at 4, 8, 12, and 16 weeks after HFD + L-NAME induction. Quantitation of (**e**) LVPWd, (**f**) IVRT and (**g**) E/e’ ratio after 8 weeks of TYA-018 treatment. Mice number in each group is indicated in graphs. Data are expressed as the mean ± SEM. Statistical analysis was performed using two-way ANOVA (**b**–**d**) or one-way ANOVA followed by Tukey’s multiple comparisons test (**e**–**g**). The exact *P* values are shown in the figures. Source data are provided as a Source Data file.

### TYA-018 targets HDAC6 for heart improvement

Given that both *Hdac6* knockout mice and their littermates developed HFpEF phenotypes after 16 weeks on HFD + L-NAME, our next aim was to evaluate the clinical utility of TYA-018 and determine its specificity on targeting HDAC6 to improve HFpEF. *Hdac6* knockout mice and their littermates were randomly to receive either TYA-018 or vehicle for 8 weeks (Fig. 4a). Remarkably, treatment with TYA-018 for 8 weeks significantly attenuated diastolic dysfunction in wild-type mice (Fig. 4e–g). However, this therapeutic efficacy was not observed in *Hdac6* knockout mice following the HFD + L-NAME regimen (Fig. 4e-g and Supplementary Fig. 4e–i). These data provide further support that HDAC6 serves as a target for HFpEF treatment and highlight the inhibitory effect of TYA-018 on HDAC6, leading to a notable improvement in heart function in HFpEF.

### HDAC6 inhibition shows comparable efficacy to empagliflozin

To ensure the clinical utility and translatability of TYA-018, we conducted a side-by-side evaluation of its efficacy with empagliflozin, a selective inhibitor of SGLT2 that has been approved by the Food and Drug Administration (FDA) for treating patients with HFpEF^18^. Mice with established HFpEF, induced by HFD + L-NAME, were orally treated with TYA-018, empagliflozin, or vehicle control once daily for 9 weeks using optimal doses (Fig. 5a). A single dose of TYA-018 reduced fasting glucose and improved glucose tolerance to similar levels as empagliflozin (Fig. 5b–d). Both TYA-018 and empagliflozin effectively reduced LV hypertrophy and improved diastolic function, while not affecting EF, heart rate, and blood pressure (Fig. 5e–i and Supplementary Fig. 5a-g). TYA-018 also showed superior activity in comparison to empagliflozin in improving diastolic function, as measured by the reduction in E/e’. Furthermore, TYA-018 demonstrated greater reductions in marker genes associated with heart failure (HF) and fibrosis, further highlighting its distinct mechanism of activity (Fig. 5j, k). The efficacy of empagliflozin in this experiment supports the validity of the HFD + L-NAME HFpEF model, while these results, along with the direct and systemic benefits observed in other preclinical studies, suggest the potential translatability of TYA-018’s efficacy to clinical development.

**Fig. 5:**
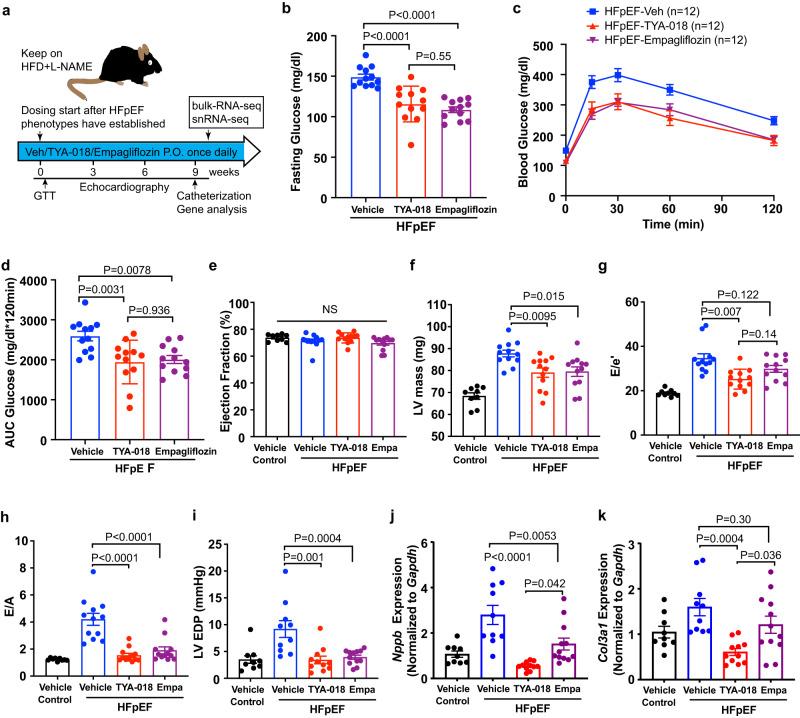
TYA-018 has comparable efficacy to empagliflozin in HFpEF model. **a** Schematic overview of study design. C57BL/6J mice with established HFpEF induced by HFD + L-NAME were randomized to receive oral dosing of vehicle, TYA-018 (15 mg/kg), or empagliflozin (10 mg/kg) once per day. **b** Quantitation of blood glucose at 6 h after dosing with TYA-018 or empagliflozin and fasting. Blood glucose (**c**) and area under the curve (**d**) of the intraperitoneal glucose-tolerance test (GTT) (*n* = 12 mice in each group). Heart function was measured with echocardiography every 3 weeks, and mice were euthanized after 9 weeks of treatment. Quantitation of (**e**) EF, (**f**) LV mass, (**g**) E/e’ and (**h**) E/A ratios by echocardiography and non-invasive Doppler after 9 weeks of treatment (*n* = 9 in control vehicle group, *n* = 12 in each of the other groups). Quantitation of EDP (**i**) by invasive intracardiac catheterization before euthanization at 9 weeks after treatment (Vehicle control *n* = 9, HFpEF-vehicle *n* = 10, HFpEF-TYA-018 *n* = 11, HFpEF-Empa *n* = 12). Quantitation of *Nppb* (**j**) and *Col3a1* (**k**) mRNA in mouse hearts after 9 weeks of treatment (Vehicle control *n* = 9, HFpEF-vehicle *n* = 10, HFpEF-TYA-018 *n* = 11, HFpEF-Empa *n* = 12). Data are expressed as the mean ± SEM. Statistical analysis was performed using one-way ANOVA followed by Tukey’s multiple comparisons test (**b,** **d**–**k**). The exact *P* values are shown in the figures. NS not significant. Source data are provided as a Source Data file.

### HDAC6 inhibition dampens HFpEF response, boosts mitochondrial energetics

Next, we processed heart tissues for untargeted transcriptional profiling of protein-coding genes with bulk RNA-Seq. To evaluate functional perturbations, we used unbiased GSEA^19^. We found that gene sets linked to inflammation, fibrosis, and oxidative stress were enriched in vehicle-treated HFpEF mice, whereas HFpEF mice treated with TYA-018 exhibited a reversal of these transcriptional changes (Fig. 6a). Conversely, gene sets associated with mitochondrial function (e.g., oxidative phosphorylation, mitochondrial biogenesis, different metabolic pathways) were significantly depleted in vehicle-treated HFpEF mice. In contrast, HFpEF mice treated with TYA-018 showed a correction of these transcriptional signatures (Fig. 6a). When compared to empagliflozin, TYA-018 showed greater or similar effects on correcting expression of these gene sets in HFpEF. Furthermore, the differential expression analysis of selected genes from the gene set terms revealed a trending correction of key genes associated with fibrosis and mitochondrial biogenesis in HFpEF mice following TYA-018 treatment (Fig. 6b).

**Fig. 6:**
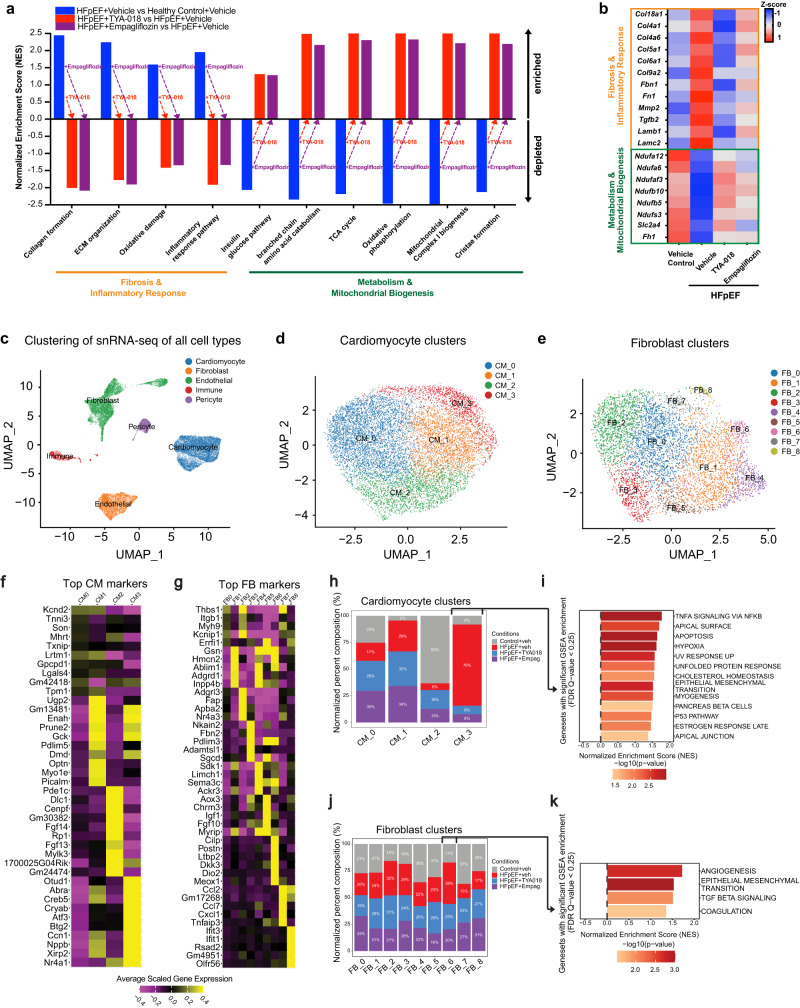
HDAC6 inhibition by TYA-018 restores dysregulated fibrosis and metabolic transcripts in heart tissue from HFpEF mice. **a** Significantly altered gene sets from MSigDB canonical pathways. **b** Heatmap of differentially regulated genes associated with cardiac fibrosis as well as inflammatory and mitochondrial function in all groups (*n* = 8–11 mice per group). **c** Uniform manifold approximation and projection (UMAP) plot after single-nuclei RNA sequencing of left ventricular tissue. **d** UMAP plot of four cardiomyocytes (CM) subclusters. **e** UMAP plot of nine fibroblast (FB) subclusters. **f** Heatmap of the top 10 maker genes for each CM subclusters. **g** Heat map showing the expression of the top 5 maker genes for each FB subclusters. **h** Composition of the four CM subclusters within the four groups. **i** Gene ontology enrichment analysis of CM cluster 3. **j** Composition of the nine FB subclusters within the four groups. **k** Gene ontology enrichment analysis of FB cluster 6. ECM extracellular matrix; TCA tricarboxylic acid.

To test whether these transcriptional changes are associated with cardiac function, we performed Pearson correlation coefficient analysis between the expression of genes identified by GSEA analysis and the key parameters of LV diastolic function, LV hypertrophy, E/e’, and LVPWd. TYA-018 and empagliflozin both significantly reduced expression of several genes associated with fibrosis (*Lum*, *Mmp2*, *Mmp17*, *Timp1*, and *Pdgfra*). The expression of these genes closely correlated with improvements in E/e′ and LVPWd (Supplementary Fig. 5h). In contrast, both TYA-018 and empagliflozin significantly increased the expression of genes associated with different subunits of the mitochondrial respiratory electron transport chain (*Atp5h*, *Atp5o*, *Atp5j*, and *Ndufa5*). These gene expressions also correlated with E/e′ and LVPWd (Supplementary Fig. 5i).

To understand the effects of TYA-018 and empagliflozin on cardiac cells in HFpEF model, we completed single-nuclear RNA sequencing (snRNA-seq) using the 10X Genomics platform (Fig. 5a). The snRNA-seq data was analyzed using unsupervised clustering, which identified several populations of cardiac cells including cardiomyocytes, fibroblasts, endothelial cells, pericytes, and immune cells (Fig. 6c). Cardiomyocytes and cardiac fibroblasts are the main cell types in the myocardium, and their dysfunction is the hallmark of HFpEF^20^. To identify changes in the molecular signatures of the two cardiac cell types, nuclei of all samples were computationally ordered by trajectory analysis. The cardiomyocytes were divided into four distinct subclusters, which revealed that cluster 3 showed a greater enrichment in the HFpEF model compared to controls (Fig. 6d, f, h). Some of the top genes that define CM_3 are well-known genes associated with cardiac stress, including *Abra*, *Atf3*, *Ccn1*, *Nppb,* and *Xirp2*^21–24^ (Fig. 6f, h). Analysis of the genes associated with this cluster showed a significant involvement of pathways related to TNFa signaling, apoptosis, unfolded protein response, P53 pathway, and others (Fig. 6i). On the other hand, the fibroblasts were divided into nine subclusters and showed a large enrichment of cluster 6 in the HFpEF model (Fig. 6e, g and j). This cluster was characterized by genes associated with the GO terms epithelial-mesenchymal transition and TGFb signaling (Fig. 6k). Notably, treatment with TYA-018 or empagliflozin reversed the enrichments of cardiomyocyte cluster 3 and fibroblast cluster 6 back to control amounts (Fig. 6h, j), suggesting that these two cell types are the primary targets of these treatments in the HFpEF model. More importantly, these treatments led to the normalization of a cell population (CM_3) that expressing cardiac stress markers, consistent with the complete rescue of diastolic function. Overall, these data provide insights into the effects of TYA-018 and empagliflozin on cardiac cells in HFpEF and highlight the potential importance of these treatments in improving heart function.

Next, we aimed to decipher if these gene sets are involved in the mechanism of TYA-018 in HFpEF. We performed RNA-Seq analysis of heart tissues harvested 6 h after one dose of vehicle or TYA-018 (15 mg/kg), before heart structure and function showed any improvements. Similar to long-term treatment with TYA-018, a single dose of TYA-018 corrected gene sets associated with fibrosis and inflammation. This single dose also significantly enriched gene sets involved in mitochondrial function and metabolism (Supplementary Fig. 6a, b). These data suggest that TYA-018 regulates genes associated with fibrosis and mitochondrial function in HFpEF.

### Combination effects of TYA-018 and empagliflozin in HFpEF

Given the distinct mechanisms of action between TYA-018 and empagliflozin, we hypothesized that they may have additive or synergistic effects when used in combination. A combination of low doses of TYA-018 (0.3 mg/kg) and empagliflozin (0.5 mg/kg) was administered orally to mice with established HFpEF. Other groups of mice were treated with single compounds or vehicle. After eight weeks of treatment, the combination therapy resulted in continual improvements in LV remodeling and diastolic function, as well as reductions in fasting glucose (Supplementary Fig. 7a–n). These improvements were not observed or less extensive in mice treated with either compound alone or with the vehicle, suggesting that the combination therapy may have a greater impact on the treatment of HFpEF. More importantly, the combination therapy at low doses exhibited efficacy and offers potential benefits for translation into clinical practice, including a broader safety margin in clinical settings and increased patient accessibility and tolerability.

### HDAC6 inhibition reduces fibroblast activation

To determine whether TYA-018 directly affects cardiac fibroblasts, we developed an in vitro model in which we induced fibrosis in human cardiac fibroblasts with TGF-β. Consistent with RNA-Seq data from HFpEF mouse heart tissue, TYA-018 ameliorated cardiac fibroblast activation in vitro (Fig. 7a–c and Supplementary Fig. 8a–e). This finding suggests that HDAC6 inhibition directly affects fibroblasts.

**Fig. 7:**
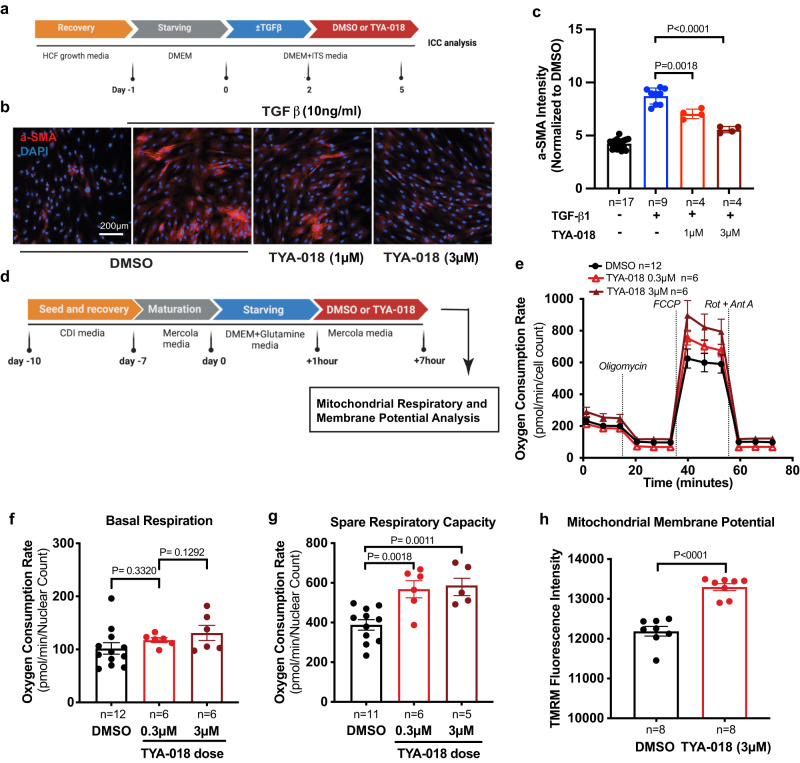
TYA-018 reduces cardiac fibroblast activation and improves the metabolic signature of iPSC-CMs. **a** Schematic diagram of an in vitro model of cardiac fibroblast activation using TGF-β. **b** Representative immunocytochemistry (ICC) images of α-SMA (red) and 4′,6-diamidino-2-phenylindole (DAPI; blue) staining in cardiac fibroblasts. Scale bar, 200 μm. **c** Quantification of cardiac fibroblasts positive for α-SMA after treatment with TYA-018 (1 and 3 µM). **d** Schematic workflow of Seahorse oximetry analysis in human iPSC-CMs. Seahorse oximetry kinetics (**e**), and quantification of basal respiration (**f**), reserve respiratory capacity (measured by the oxygen consumption rate) (**g**) in iPSC-CMs after treatment with TYA-018 0.3 µM and TYA-018 3 µM versus DMSO control. **h** Quantification of average florescent TMRM signal (normalized to DMSO) in iPSC-CMs treated with TYA-018 (3 µM) versus DMSO control. Data are expressed as the mean ± SEM. Statistical analysis was performed using two-tailed unpaired Student *t* test (**c**, **f**–**h**). The exact *P* values and replicates are shown in the figures. Source data are provided as a Source Data file.

### HDAC6 inhibition improves mitochondrial function

Next, we assessed whether TYA-018 directly affects the cell’s metabolic state using human induced pluripotent stem cell–derived cardiomyocytes (iPSC-CMs). We measured the metabolic status and mitochondrial function of human iPSC-CMs treated with TYA-018 versus vehicle [dimethyl sulfoxide (DMSO)] (Fig. 7d). Seahorse oximetry analysis showed TYA-018-treated iPSC-CMs had a significantly higher reserve respiratory capacity than vehicle-treated iPSC-CMs, whereas both groups had similar basal respiration rate (Fig. 7e-g). We also measured mitochondrial membrane potential in iPSC-CMs using tetramethylrhodamine, methyl ester (TMRM). TMRM accumulates in the membrane of active mitochondria and is commonly used to indicate mitochondrial health^20^. TMRM analysis showed that TYA-018 treatment increased mitochondrial membrane potential in iPSC-CMs (Fig. 7h). These results suggest that HDAC6 inhibition improves mitochondrial function in iPSC-CMs and augments their capacity to respond to an increased metabolic demand.

### HDAC6 inhibition targets metabolic and cardiac substrate

To identify potential substrates of HDAC6, we performed a comprehensive and unbiased acetylome analysis of heart tissue from vehicle-treated control mice, vehicle-treated HFD+mTAC mice, and TYA-018-treated HFD+mTAC mice. Heart tissues were collected 2 h after one dose of vehicle or TYA-018 (15 mg/kg) (Supplementary Fig. 9a). Quantitative proteomics was analyzed by liquid chromatography with tandem mass spectrometry (LC-MS/MS) following enrichment for acetylated peptides using an anti-acetyl-lysine antibody (Fig. 8a). Quantitative analysis of tubulin acetylation showed similar results to those generated by Western blot (Supplementary Fig. 9b, c), indicating a robust acetylome assay.

**Fig. 8:**
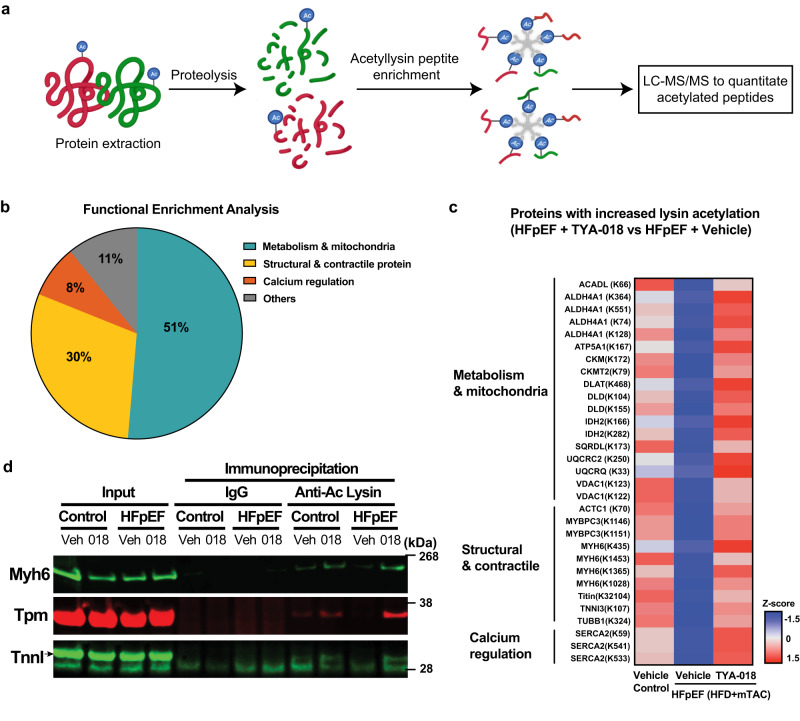
TYA-018 regulates the acetylation of proteins associated with myofilaments, mitochondrial metabolic enzymes, and calcium regulation in HFpEF mice. **a** Schematic overview illustrating acetylome workflow. **b** Pie chart shows STRING analysis of enriched proteins with altered acetylation in HFpEF mouse hearts after TYA-018 treatment. **c** Heatmap of altered lysine acetylation at sites of selected proteins after STRING analysis. Red represents relative increases in the lysine acetylation, and blue represents relative decreases in lysine acetylation. Proteins with their respective acetylation sites are listed on the left side of each row (*n* = 3 animals per group). **d** Representative western blot of tropomyosin (Tpm), troponin I (TnnI), and myosin heavy chain 6 (Myh6) after immunoprecipitation with anti-lysine acetylation antibody in heart samples. Immunoglobulin G (IgG) pulldown was used as a control.

To characterize the molecular function of proteins whose acetylation was affected by HDAC6 inhibition, we performed STRING (Search Tool for the Retrieval of Interacting Genes/Proteins) enrichment analysis. This analysis revealed that HDAC6 regulates acetylation on multiple proteins, often at multiple sites. These proteins also spanned several areas of cardiac biology that are critical for HFpEF pathophysiology, including metabolic enzymes and myofilament and calcium regulatory proteins (Fig. 8b, c). A pulldown assay confirmed that contractile proteins are target substrates for HDAC6. Indeed, TYA-018 increased acetylation of tropomyosin, α-myosin heavy chain, and troponin I (Fig. 8d). These data suggest that HDAC6 inhibition may improve diastolic function by directly modulating myofilament- and calcium-associated proteins.

## Discussion

In this study, we hypothesized that HDAC6 plays a role in heart structure remodeling and diastolic dysfunction in HFpEF. We tested this hypothesis in multiple models of HFpEF, including one that we developed by combining an HFD with mTAC to replicate key hemodynamic features of HFpEF in patients. To recapitulate the heterogeneity of human HFpEF, we also used a well-established model in which HFpEF was induced by combining an HFD with L-NAME treatment^13^. Using these two models, we found that inhibiting HDAC6 with TYA-018 reverses preexisting diastolic dysfunction through multiple pathways in the heart. These pathways are associated with fibrosis and mitochondrial dysfunction, which both contribute to HFpEF pathogenesis and closely correlate with disease severity. As a result of normalized end-diastolic pressure, TYA-018 treatment improved lung congestion and exercise capacity. We also confirmed that TYA-018 directly benefits cardiomyocytes and fibroblasts in heart tissues of HFpEF models due to multi-modal mechanisms related to improved systemic metabolism and inflammation. We also found that TYA-018 and the FDA-approved empagliflozin were comparable in efficacy for treating HFpEF and that their combination had an increased effect. Mice with genetic *Hdac6* knockout delayed the progression of HFpEF and were resistant to TYA-018, demonstrating that the therapeutic benefit of TYA-018 is an on-target effect. The results support the theory that HDAC6 inhibition can reverse hypertrophy and diastolic dysfunction in models of HFpEF.

The lack of appropriate animal models has been a significant hindrance in developing effective treatments for HFpEF. Our study provides evidence that the HFD combined with mTAC model effectively simulates the heterogeneous profile of HFpEF in patients, making it a valuable tool for developing new therapies. Unlike the HFD + L-NAME model, which is based on obesity and activation of inducible nitric oxide synthase^13^, the HFD+mTAC model more accurately simulates the cardio-metabolic profile of human HFpEF. The study using this model has revealed that cardiac fibroblast activation and metabolic stress play a critical role in the development of HFpEF. In other words, these findings suggest that targeting these cellular processes may provide an effective therapeutic approach for HFpEF patients. The mRNA transcriptome signatures and pathways observed in hearts from HFD+mTAC mice are also in line with the pathophysiology of experimental heart failure and extensive cardio-metabolic disease, which further support the validity of this model.

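Beyond the hand-written lists, 681 Reactome pathways of 15 to 500 genes were scored in the left ventricles of the 5 control and 5 HFD+mTAC mice. At a false discovery rate under 0.25, 36 pathways passed, of which 20 were enriched and 16 depleted in HFD+mTAC mice. The count moved most when genes were ranked by edgeR's signed square root of F, with 34 enriched and 126 depleted of 160 pathways. It was 0 with camera, which allows for the correlation between genes of a set. As many or more pathways passed in 24 of 40 divisions of the same 10 mice into groups of 5, the real one included. The pathways below were chosen after their values were seen. The lowest score was that of respiratory electron transport, with an NES of -2.11 (false discovery rate 0.0276, 63 genes), which passed in 8 of the 10 fits that each left out 1 mouse. Chemokine receptors and their ligands scored -2.001 (false discovery rate 0.0459, 34 genes) and passed in 10 of these fits, as did cholesterol biosynthesis at -1.89 (false discovery rate 0.0771, 21 genes). Mitochondrial translation scored -1.83 (false discovery rate 0.0751, 87 genes) and passed in 7. Among enriched pathways, phosphorylation of the anaphase-promoting complex scored 1.72 (false discovery rate 0.225, 15 genes) and passed in 2 of the 10 fits. Mitochondrial fatty acid beta-oxidation scored 1.66 (false discovery rate 0.212, 15 genes) and passed in 3. Extracellular matrix organization scored 0.895 (false discovery rate 0.879, 199 genes), and muscle contraction scored -0.967 (false discovery rate 0.85, 52 genes).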

The use of HDAC inhibitors was found to be a potential strategy to treat HF in humans. Pan-HDAC inhibitors, which target all the HDACs, were shown to be cardioprotective in various animal models of diastolic dysfunction^9,10,25^, but their use can lead to potential toxicity due to their non-selective nature and effect on global gene expression. A better approach is to use inhibitors that target specific HDACs, such as TYA-018, a high selective inhibitor of HDAC6. In this study, we found TYA-018 reversed deacetylation of substrates involved in metabolism, calcium, and structural and contractile regulation in HFpEF. These findings support previous reports that acetylation of cardiac troponin I and sarcoplasmic/endoplasmic reticulum Ca^2+^ ATPase 2a can improve myofilament relaxation and calcium sensitivity^26,27^. These pathways are believed to play a role in the pathophysiology of HFpEF.

TYA-018 is a highly selective, orally available HDAC6 inhibitor that we developed as a potential therapy for dilated cardiomyopathy^11^. This molecule has been found to enhance energy production in HFpEF models by increasing the expression of targets associated with fatty acid metabolism, protein metabolism, and oxidative phosphorylation. This leads to an increase in overall energetics of the heart. In addition, TYA-018 has been found to block the upregulation of genes related to collagen formation and extracellular matrix remodeling in HFpEF mice and in agonist-mediated human cardiac fibroblasts in vitro. These data support findings that pan-HDAC inhibition by ITF2357/givinostat attenuated extracellular matrix expansion and suppressed cardiac fibroblast activation in a mouse model of diastolic dysfunction^9^. These findings suggest that HDAC6 is the primary isoform involved in fibrosis remodeling and diastolic function.

It is noteworthy that our study’s findings differ from the previously reported research on the role of HDAC6 in diastolic dysfunction. Lin et al. discovered that *Hdac6* knockout mice had increased myofibril stiffness, resulting in exacerbated diastolic dysfunction in the UNX/DOCA model^28^. However, our study found that *Hdac6-KO* mice protected heart against stress of HFD + L-NAME, and established diastolic dysfunction in WT mice was rescued by HDAC6 inhibition with TYA-018. One possible explanation for this disparity is that the UNX/DOCA model only induced mild diastolic dysfunction, as indicated by a 5 mmHg EDP increase, while both models used in our study resulted in over a 10 mmHg increase. Furthermore, both of our models rely on prolonged high-fat diet resulting in weight gain and glucose intolerance, creating systemic metabolic stress, an important contributor to the pathophysiology of HFpEF in the clinical setting, while the UNX/DOCA model is primarily a hypertension model without a metabolic component. Another important distinction between our findings and those of Lin et al. is that myofibrils are composed of sarcomeric proteins but lack mitochondria and cytoplasmic components (including microtubules), two important sites of HDAC6 cellular function and, therefore, not an optimal system for studying HDAC6 inhibition. We also identified four lysine sites—K32104, K19868, K24707, and K31877—in titin that exhibited increased acetylation levels in HFpEF mice treated with TYA-018 compared to HFpEF animals receiving the vehicle treatment. This finding diverges from their study that identified two sites (K13013 and K13597) located near the PEVK element^28^. Notably, among these four sites, K32104 acetylation demonstrated a reduction in HFpEF mice, which was subsequently reversed and increased following TYA-018 treatment. The differential acetylation patterns observed in titin may, in part, elucidate the contrasting outcomes observed in different model systems. Thus, there are several significant differences between the experimental systems used and mechanistic findings in our studies and those reported in Lin et al. that can account for differing findings related to the role of HDAC6 in HFpEF.

The genetically constitutive deletion of HDAC6 resulted in a delayed development of diastolic dysfunction in mice subjected to 16 weeks with HFD and L-NAME treatment. This finding suggests that HDAC6 plays a crucial role in the pathophysiology of HFpEF, although it is likely not the sole factor involved. One hypothesis is that embryonic deletion of *Hdac6* might be partially compensated for during development by other non-nuclear protein deacetylases, such as Sirtuin 2 (SIRT2) and SIRT3^29–31^. Importantly, TYA-018 effectively improved diastolic dysfunction in wild-type HFpEF mice, yet this effect was not observed in *Hdac6* knockout mice. This indicates that TYA-018’s ability to enhance cardiac remodeling and diastolic function is specifically associated with HDAC6 as an on-target effect. The genetic evidence aligns with medicinal chemistry data highlighting TYA-018’s selectivity for HDAC6, demonstrating more than 1000-fold selectivity against other HDACs (HDAC1-11) in enzymatic assays^13^. While these findings emphasize its selectivity within the HDAC family, further investigation is required to uncover any potential non-HDAC off-target effects of this small molecule that could contribute to its pharmacological activity.

While HDAC6 is primarily localized to the cytosol, it is known for its involvement in the deacetylation of cytoplasmic substrates, such as alpha-tubulin and heat shock protein 90. In our study, we observed a significant impact on gene expression associated with inflammation and metabolism following HDAC6 inhibition in both acute and chronic treatments. These findings align with emerging research that underscores HDAC6’s ability to indirectly influence gene expression by modulating signaling pathways, ultimately affecting nuclear gene regulation. HDAC6-mediated deacetylation of cytoplasmic proteins may trigger intracellular signaling cascades that culminate in the activation or repression of transcription factors, thereby altering gene expression profiles^32^.

HFpEF is characterized by impaired mitochondrial oxidative capacity and a rapid depletion of high-energy phosphate. In our study, TYA-018 treatment restored metabolic transcripts in HFpEF mice and improved mitochondrial respiratory capacity and membrane potential in iPSC-CMs. These findings are consistent with previous studies showing that pan-HDAC inhibition by resveratrol improved mitochondrial function and biogenesis in a mouse model of diabetic cardiomyopathy^33^. Resveratrol also activates SIRT1, leading to deacetylation of PGC-1α and increased mitochondrial biogenesis. Suberoylanilide hydroxamic acid has also been shown to protect ischemic myocardium in a mouse model of ischemia/reperfusion injury by maintaining mitochondrial homeostasis through PGC-1α-mediated mitochondrial biogenesis. Additionally, resveratrol enhances cardiac metabolism by activating peroxisome proliferator-activated receptor α, a key regulator of fatty acid metabolism.

Our data showed that empagliflozin alone and the combination of TYA-018 and empagliflozin had increased effects on diastolic function in HFpEF mice. Empagliflozin targets the SGLT2 receptor, which is primarily found in skeletal muscle and kidney, but not in the heart^34,35^. Despite the lack of definitive evidence of molecular targets in cardiac tissue, the study suggests that empagliflozin can directly influence cardiac function. The efficacy of empagliflozin in HFpEF may be explained by its ability to promote cellular housekeeping function through increasing autophagic flux. SGLT2 inhibitors like empagliflozin simultaneously increase the expression and activity of nutrient deprivation signaling pathways (such as AMPK, SIRT1, SIRT3, SIRT6, and PGC-1α) and decrease the activation of nutrient surplus signaling pathways (such as mTOR) in diverse tissues under stress^36^. These effects potentially contribute to the additive benefits of empagliflozin in combination with HDAC6 inhibition by TYA-018.

Our study provides important insights into the direct effects of HDAC6 inhibition by TYA-018 on heart diastolic function. However, it is worth noting that the drug also demonstrated systemic effects, as evidenced by its normalization of glucose levels after a single dose. This suggests that HDAC6 inhibition may have metabolic effects beyond the cardiovascular system, which could be relevant for the treatment of metabolic disorders. The potential systemic effects of the drug raise important questions about the mechanisms underlying its observed improvements in heart function. Specifically, it is unclear whether the improvements were solely due to the drug’s direct effects on cardiac fibroblasts and cardiomyocytes, or whether the normalization of glucose levels also played a role. Future studies could investigate the potential metabolic effects of HDAC6 inhibition in animal models of metabolic disorders, as well as the mechanisms underlying these effects.

In conclusion, our study found that HDAC6 inhibition by TYA-018 reverses existing cardiac hypertrophy and diastolic dysfunction in multiple models of HFpEF, including the newly developed HFD+mTAC mouse model. Our findings show that HDAC6 inhibition involves multiple mechanisms in the heart, such as fibrosis, mitochondrial dysfunction, and systemic metabolism and inflammation, which highlight the multi-modal role of HDAC6 in HFpEF. We also discovered that TYA-018 has similar or superior efficacy compared to an FDA-approved drug, supporting the potential of targeting HDAC6 as a treatment for HFpEF in humans. Our study suggests that HDAC6 inhibition represents a promising new approach to address the unmet needs of HFpEF patients, either alone or in combination with current standard of care. Additionally, our results highlight the potential of TN-301, a chemical in the same series as TYA-018, which is currently in Phase 1 clinical testing and being developed for the treatment of HFpEF.

## Methods

### Ethical statement

Animal experiments were approved by the IACUC committee of Tenaya Therapeutics and were performed in compliance with the animal use protocol (AUP: 2020.005, 2020.007) and the National Institutes of Health. All ethical guidelines were adhered to whilst carrying out this study.

### Mice

Ten-week-old *Hdac6* knockout mice were purchased from The Jackson Laboratory (Strain #:029318). Only littermate males from breeding were studied. Ten-week-old male C57BL/6J (Cat. 000664) mice were purchased from The Jackson Laboratory (Bar Harbor, ME). Mice were acclimatised for 1 week before experiments. Mice were housed at 23–25 °C with light cycles of 12 h of light beginning at 6:00 a.m. and 12 h of dark beginning at 6:00 p.m., the humidity was 30–70%, and H_2_O was provided ad libitum. At the end of the study, mice were humanely euthanized in their home cage using acute exposure to CO_2_ followed by rapid decapitation. Tissues were promptly collected and snap-frozen in liquid nitrogen for subsequent analysis.

### HFpEF mouse models

HFD+mTAC mice underwent mTAC surgery at 11 weeks old and were thereafter fed an HFD until euthanized. Another group of mice underwent mTAC and was fed standard chow (mTAC group). A third group did not undergo mTAC and was fed an high-fat diet (D12492 60 kcal% fat, Research Diets) (HFD group), and a fourth group did not undergo mTAC and was fed standard chow (D12450B 10 kcal% fat, Research Diets; chow group) (Fig. 1a, schematic overview of HFpEF model). HFD + L-NAME mice were generated as previously described^13^. One group of mice was fed an HFD, and another group was fed standard chow until euthanized.

### Modified trans-aortic constriction

The mTAC procedures were adapted from those previously described^37^. Mice were anesthetized with isoflurane (2–3%, inhalation) in an induction chamber. Then mice were intubated with a 20-gauge intravenous catheter and ventilated with a mouse ventilator (Minivent, Harvard Apparatus, Inc). Anesthesia was maintained with inhaled isoflurane (1–2%). A longitudinal 5-mm incision was made in the skin with scissors at the midline of the sternum. The chest cavity was opened by a small incision at the level of the second Intercostal space, 2–3 mm from the left sternal border. The chest retractor was gently inserted to spread the wound 4–5 mm in width. The transverse part of the aorta was bluntly dissected with curved forceps. Then, 6-0 silk was brought underneath the transverse aorta between the left common carotid artery and the brachiocephalic trunk. 24 gauge needle was placed directly above and parallel to the aorta. A loop was then tied around the aorta and needle and then secured with a second knot. The needle was immediately removed to create a lumen with a fixed stenotic diameter. The chest cavity was closed by 6-0 silk suture.

### Echocardiography and Doppler imaging

Transthoracic echocardiography was performed using a VisualSonics Vevo 2100 system equipped with a MS400 transducer (Visual Sonics, Toronto, ON). LVEF and other indices of systolic function were obtained from short-axis M-mode scans at the midventricular level, as indicated by papillary muscles in unconscious, gently restrained mice. Apical four-chamber views were obtained in anesthetized mice for diastolic function measurements using pulsed-wave and tissue Doppler imaging at the level of the mitral valve. Anesthesia was induced by 5% isoflurane and confirmed by lack of response to firm pressure on one of the hind paws. During echocardiogram acquisition, under body temperature–controlled conditions, isoflurane was reduced to 1.0–1.5% and adjusted to maintain a heart rate in the range of 450–500 beats per min. Parameters collected include: LVEF, LV mass, LVPWd, peak Doppler blood inflow velocity across the mitral valve during early diastole, peak Doppler blood inflow velocity across the mitral valve during late diastole, IVRT, and peak tissue Doppler of myocardial relaxation velocity at the mitral valve annulus during early diastole. At the end of the procedures, all mice recovered from anesthesia without difficulties.

### Tail-cuff blood pressure recordings

Systolic blood pressure was measured noninvasively in conscious mice using the tail-cuff method (BP-2000, Visitech Systems, Apex, NC). Mice were placed in individual holders on a temperature-controlled platform (37 °C) and recordings were performed under steady-state conditions. Before testing, all mice were trained to become accustomed to short-term restraint. Blood pressure was recorded for at least four consecutive days and readings were averaged from at least eight measurements per session.

### Intraperitoneal glucose-tolerance test

Intraperitoneal glucose-tolerance tests were performed by injecting glucose (2 g/kg in saline) after 6 h of fasting (from 7 a.m. to 1 p.m.). Tail blood glucose levels (mg/dL) were measured by AimStrip Plus blood glucose strips used with the AimStrip Plus blood glucose monitoring system (Germaine Laboratories, San Antonio, TX) at 0 (baseline, before dose glucose), 15, 30, 45, 60, and 120 min after glucose administration.

### Randomized efficacy test

After the HFpEF phenotypes were established with balanced parameters of echocardiography, HFD+mTAC or HFD + L-NAME mice were randomized to different groups (based on each study design) to receive oral doses of 15 mg/kg TYA-018, 10 mg/kg empagliflozin, or vehicle (5% DMSO + 45% PEG-300 + 50% purified water) at 10 mL/kg once per day for 6–9 weeks. TYA-018 was formulated in vehicle. Body weights were monitored during the study.

### Treadmill exercise stress test

A Ugo Basile Treadmill (cat# 47303) was angled at a 10° upward incline. Mice were run for 5 ms at a speed of 3 m/min, then for 3 min at 5 m/min. The speed was increased by 3 m/min every 2 min. At 16 min, a constant speed of 17 m/min was kept for the duration of the test. Mice were defined as reaching exhaustion when the mouse had two or more paws on the shock grid for 15 consecutive seconds. This treadmill test was repeated on each mouse for 7 days.

### Pressure-volume analysis

EDP was measured by pressure-volume loop analysis. The mice were intubated with a piece of polyethylene-90 tube and were placed on a warmed (37 °C) pad. The right carotid artery was then isolated. Care was taken to prevent damage to the vagal nerve. Mice were lightly anesthetized with isoflurane, and their heart rates were maintained rates at 450–550 beats per minute. A 1.2F Pressure-Volume Catheter (FTE-1212B-4518, Transonic, Inc.) was inserted into the right carotid artery and then advanced into the left ventricle. The transducer was advanced to the ventricular chamber, as evidenced by a change in pressure curves, and securely tied into place. The hemodynamic parameters were recorded in close-chest mode.

### Western blot analysis

Heart tissue was lysed in RIPA (radioimmunoprecipitation assay) buffer (25× *v*/*w*) and homogenized in a bead blender at the max intensity and 4 °C for 5 min. Samples were kept on ice for 30 min and then centrifuged at >15,000 *g* at 4 °C for 15 min. The supernatant was combined with Bolt LDS Sample Buffer and Bolt Sample Reducing Agent. Samples were loaded in the Bolt 4–12% Bis-Tris Gel and ran with the 1X Bolt MES SDS running buffer. Proteins were transferred onto nitrocellulose membranes using the iBlot 2 Gel Transfer Device. Nitrocellulose membranes were then blocked for 1 h at room temperature and then exposed to the primary antibody for 1 h at room temperature or overnight at 4 °C. Membranes were then washed with phosphate-buffered saline with 1% Tween 20 (PBS/T) three times for 5 min each at room temperature. Membranes were then exposed to secondary antibody for 1 h at room temperature, and then washed with PBS/T three times before being imaged with the LI-COR Odyssey image system. Primary antibodies included anti-HDAC6 (1:1000; Abcam, ab239362), anti-acetyl-a-tubulin (1:5000; Abcam, ab179484), anti-a-tubulin (1:5000; Abcam, ab7291), tropomyosin (1:1000; Abcam, ab133292), skeletal muscle myosin (1:1000; Santa Cruz, sc-32732), troponin I (1:1000; sc-133117), and anti-GAPDH (1:5000; Abcam, ab181602 and 1:5000; Themo Fisher, MA5-15738). All secondary antibodies were tagged with IRDye (LI-COR Biosciences).

### Pull-down assay

Heart tissue was lysed in T-PER Tissue Protein Extraction Reagent (20× v/w) and homogenized in a bead blender at the max intensity and 4 °C for 5 min. Samples were kept on ice for 30 min and then centrifuged at >15,000 *g* at 4 °C for 15 min. Then 300 µL of lysate was incubated with the acetylated lysine multitab rabbit monoclonal antibody (cat#: 9814, 1:50 dilution) overnight at 4 °C with rotation. Recombinant rabbit immunoglobulin G monoclonal antibody was used as an isotype control (cat#: ab172730). The Dynabeads Protein A Immunoprecipitation Kit (cat#: 10006D) was used for the pull-down. The Dynabeads were vortexed for >30 s to resuspend them in solution. Then 200 µL of the resuspended Dynabeads were transferred to a tube and placed on a magnet to remove the supernatant. Dynabeads were then washed with wash buffer twice and then the wash buffer was removed. The lysate/antibody mix was then placed with the Dynabeads and mixed at 4 °C with rotation for 1 h. This mix was then placed on a magnet, and the supernatant was removed. The Dynabeads were washed three times with the wash buffer and then the wash buffer was removed. Then 40 µL of elution buffer and 20 µL of LDS Sample Buffer/Sample Reducing Agent mix were added. The tubes were heated at 70 °C for 10 min and then placed on the magnet again. The supernatant was removed and loaded into gels for Western blot analysis.

### iPSC culture, cardiomyocyte differentiation, and purification

iCell Cardiomyocytes^2^ were purchased from Fujifilm Cellular Dynamics, Inc. (Madison, WI).

### Seahorse oximetry

The Agilent Seahorse XFe96 Analyzer was used to measure mitochondrial function in iPSC-CMs. iCell Cardiomyocytes^2^ were thawed according to the manufacturer’s instructions (FUJIFILM Cellular Dynamics, Inc.) and placed directly onto Matrigel-coated Seahorse XF96 V3 PS Cell Culture Microplates (101085-004) at 15,000 cells/well. Once beating monolayers formed, the media was changed to Mercola maturation media^38^ for 1 week to increase metabolic maturity of iPSC-CMs. Media was replenished every 3 days. The day of the assay, cells were incubated in starvation media containing 2 mM glutamine in Dulbecco’s Modified Eagle Medium (DMEM) (Agilent, 103575-100) for 1 h. After starvation, cells were treated with TYA-018 (0.3 µM and 3 μM) in a final concentration of 0.1% DMSO diluted in Mercola Media for 6 h. Then, cells were washed and incubated with Seahorse XF DMEM Basal Medium supplemented with 2 mM glutamine, 1 mM pyruvate, and 3 mM glucose for 1 h. Then the Seahorse XFe96 cartridge was prepared according to the manufacturer’s guidelines (Agilent Technologies). Basal oxygen consumption rates were measured followed by the Mito Stress Test (Agilent, 103015-100). Both assessments were done with inhibitors injected in the following order: oligomycin (2.5 μM), trifluoromethoxy carbonylcyanide phenylhydrazone (1 μM), rotenone, and antimycin A (0.5 μM). Oxygen consumption rates were normalized to total nuclear count measured with Hoechst staining. Basal respiration was calculated as follows:

$${{{\rm{Basal}}}}\; {{{\rm{respiration}}}}=\frac{{{{\rm{Last}}}}\; {{{\rm{rate}}}}\; {{{\rm{measurement}}}}\; {{{\rm{before}}}}\; {{{\rm{first}}}}\; {{{\rm{oligomycin}}}}\; {{{\rm{injection}}}}}{{{{\rm{Minimum}}}}\; {{{\rm{rate}}}}\; {{{\rm{measurement}}}}\; {{{\rm{after}}}}\; {{{\rm{rotenone}}}}/{{{\rm{antimycin}}}}}$$

Reserve respiratory capacity was calculated as follows:

$${{{\rm{Reserve}}}}\; {{{\rm{respiratory}}}}\; {{{\rm{capacity}}}}=\frac{{{{\rm{Maximal}}}}\; {{{\rm{Respiration}}}}\; {{{\rm{after}}}}\; {{{\rm{the}}}}\; {{{\rm{addition}}}}\; {{{\rm{of}}}}\; {{{\rm{FFCP}}}}}{{Basal\; respiration}}$$

### TMRM, perchlorate assay

iCell Cardiomyocytes^2^ were prepared as described for the Seahorse assay. Ten days after thaw, cells were exposed to a starvation media containing 2 mM glutamine in glucose-free DMEM (Gibco™, A1443001) for 1 h. After starvation, cells were treated with TYA-018 (3 μM) in a final concentration of 0.1% DMSO diluted in Mercola Media for 6 h. TMRM (Invitrogen™, T668) was prepared according to the manufacturer’s instructions. Cells were treated with TMRM at a final concentration of 100 nM and incubated at 37 °C for 45 min. Fluorescence intensities were acquired at excitation/emission, and images were acquired in the 594 nm Texas Red filter channel using Cytation 5 (BioTek).

### RNA extraction and TaqMan qPCR analysis

Approximately 10^6^ cells or 20–30 mg of mouse heart tissue were lysed with TRI Reagent (Zymo Research) and frozen at −80 °C to ensure complete cell lysis. Total RNA was extracted and washed from lysed cells using the Direct-zol-96 RNA Kit (Zymo Research) according to the manufacturer’s instructions. Samples were treated with DNase I for 15 min at room temperature. cDNA was reverse transcribed from ~1 μg of RNA through random hexamers using the SuperScript III First-Strand Synthesis System according to the manufacturer’s instructions (Thermo Fisher Scientific). Real-time qPCR reactions were performed using the TaqMan universal PCR master mix (Thermo Fisher Scientific) with the TaqMan probes listed in Supplementary Table 1. RT-qPCR reactions were performed using the QuantStudio7 Flex Real-Time PCR systems (Thermo Fisher Scientific). Each reaction was performed in triplicate for a given RT-qPCR run, and each condition had four experimental replicates. Relative expression of the gene of interest was normalized to GAPDH as the housekeeping control using the 2–ΔΔCT method. *P* values were calculated with Student’s *t* tests.

### Transcriptional analysis with RNA-Seq

From each replicate, 100 ng total RNA was extracted via the polyA-tail-specific protocol according to Illumina, Inc. The RNA libraries were prepared using a TruSeq Stranded mRNA kit (Illumina), which also removes ribosomal RNA. The libraries were sequenced as 50 base pair paired-end reads using Illumina NovaSeq V1.5 SP with an average of 99.86 million reads per sample. After adapter trimming by *fastp* (version 0.23.3)^39^, raw RNA-Seq reads from mouse hearts in FASTQ format were aligned directly to the GENCODE (version M25) for reference transcript assembly (GRCm38.p6 and Ensembl 100) using *salmon* (version 1.6.0)^40^ with best practice parameters to ensure mapping validity and reproducibility (--seqBias --gcBias --posBias --useVBOpt --rangeFactorizationBins 4 --validateMappings --mimicStrictBT2). Next, a script using *tximport* was used to generate an expression matrix normalized to transcripts per million. In this analysis, we only used genes detected in at least 90% of all samples. Protein-coding genes were determined using Ensembl release mus musculus annotations (GRCm38, Apr 2020) and extracted by *biomaRt* (version 2.46.3). Mitochondrial genes were also omitted, followed by renormalization to transcripts per million (TPM). All the analysis was performed on *Log2* transformed TPM + 1 values.

To evaluate functional perturbations, we performed pre-ranked using GSEA developed by the Broad Institute (version 4.1.0). GSEA assesses whether differences in expression of gene sets between two phenotypes are statistically significant^19^. Before analysis, a ranked list was calculated with each gene assigned a score and direction (“+” or “−”) based on the *t*-statistics values. Gene sets were only considered statistically significant if the false discovery rate was less than 0.25 as determined with multiple hypothesis testing correction^41^. The normalized enrichment score, which reflects the degree to which a gene set is overrepresented in the ranked list and normalized for gene set size, was used to select significantly altered gene sets. The Pearson correlation coefficient was used to calculate the correlation between genes of interest and cardiac diastolic function parameters.

### Single nucleus RNA-seq analysis

Approximately 100 mg of mouse heart tissue was lysed with TRI Reagent (Zymo Research) and frozen at −80 °C to ensure complete cell lysis. Nuclei isolation was performed as per instructions from 10x Genomics “Nuclei Isolation from Cell Suspensions & Tissues for Single Cell RNA Sequencing” protocol (CG000124, Rev F) to reach the target concentration of 700–1200 nuclei/µl. The suspension was processed using 10X Genomics Single Cell protocol (CG00053, Rev D). We generated 3′ single-cell gene expression libraries (Next GEM v3.1) using the 10x Genomics Chromium system. Subsequently, Illumina NovaSeq (PE150) sequenced each library. For snRNA-seq libraries, sequencing utilized the HiSeq4000 platform at Singulomics (New York, NY, USA). Clean reads from sequencing were analyzed with Cell Ranger v6.1.2 software, aligning to the mouse reference genome mm10-2020-A.

The Cell Ranger output, comprising filtered gene expression matrix h5 files, underwent analysis using R package Seurat version 4. Genes expressed in fewer than three cells were filtered out. Cells were further filtered, retaining those expressing at least 250 genes, with a minimum of 1000 unique molecular identifiers (UMIs) and less than 10% mitochondrial gene content. Cells with UMI counts exceeding the average UMI count of all cells plus three times the standard deviation were removed.

Raw counts underwent natural log transformation and were scaled by a factor of 1000. A subset of 2000 genes, exhibiting the highest variance across all cells, was selected as variable features. Following regression against the number of UMIs per cell, the dataset was centered and scaled. Principal Component Analysis was conducted on the 2000 most variable genes. An elbow plot, depicting cumulative total variance explained against the number of Principal Components (PCs), indicated 50 as the optimal number for downstream analysis.

The Uniform Manifold Approximation and Projection method was employed to visualize cell representation in two-dimensional scatter plots, derived from the 50 identified PCs.

We employed a graph-based method for categorizing cells into distinct clusters. The process began with the construction of a k-nearest neighbor graph, which was based on the PCs selected earlier, using Euclidean distance as the metric. We then refined the edge weights between pairs of cells by assessing the Jaccard similarity, which reflects the shared overlap in their respective local neighborhoods. This refinement was carried out using the “FindNeighbors” function from the Seurat software package. Subsequently, we applied a modularity optimization technique, utilizing the Louvain algorithm, to progressively assemble cells into groups. This step aimed to maximize the standard modularity function and was executed via the “FindClusters” function in Seurat. The granularity of the resulting clusters was controlled by setting the resolution parameter at 0.6. For identifying cluster marker genes, we used the “FindAllMarkers” function for each cluster. These genes were then filtered based on specific criteria: a Bonferroni-corrected p-value of less than 0.05, a log2 fold change greater than 0.25, and expression in a minimum of 25% of the cells within a cluster. We further compared these cluster marker genes against previously published markers to ascertain cell types. Lastly, differential expression analysis was conducted, and measures were considered significant if they fell below a false discovery rate threshold of 0.05.

To evaluate functional specification of each cluster, we performed pre-ranked using GSEA, as described earlier, on the Gene Ontology gene sets cataloged in MSigDB. Ranked list for each cluster was calculated by Seurat’s FindMarkers using “DESeq2” test with each gene assigned a score and direction (“+” or “−”) based on the minus log2 “*P* values” and “log2FoldChange”, respectively. To achieve a comprehensive list of altered genes for each cluster, we relaxed the parameters to include genes altered in both directions (only.pos = FALSE) and set the following parameters: logfc.threshold = 0, min.pct = 0.05. Gene sets were only considered statistically significant if the false discovery rate was less than 0.25 as determined with multiple hypothesis testing correction. The normalized enrichment score was used to select significantly altered gene sets.

### Fibroblasts and in vitro fibrosis model

#### Human cardiac fibroblast cultures

Commercially available human cardiac fibroblasts (HCFs) (PromoCell, C-12375) were expanded for cell culture experiments with the Cardiac Fibroblast Growth Medium (CELL Application, INC, cat# 316-500). Briefly, HCFs were expanded in growth medium at 37 °C in a 5% CO_2_ humidified incubator. At passage 3, HCFs were frozen at 3 million cells/vial using Cryostor (BioLifeSolutions, Car No. 20210). Freshly frozen vials of HCFs were used for every independent experiment.

#### Human cardiac fibroblast activation

HCFs were seeded with growth medium in 96-well plates (Greiner Bio-one) precoated with 0.1% gelatin. HCFs were serum starved for 24 h and then treated with 10 ng/ml TGF-β1 (R&D Systems™, cat# 77-54B-H100CF) in DMEM (Gibco, cat# 10566016) and 100X Insulin-Transferrin-Selenium (Thermo Fisher Scientific, cat# 41400045) for 48 h. Then, cells were washed with PBS and treated with vehicle (DMSO, cat# D2650-100 ml) or drugs for 72 h.

#### Immunocytochemistry

To detect activation of stress fibers in HCFs treated with TGF- β1, cells were fixed in 4% paraformaldehyde (Thermo Fisher Scientific, cat# PI28908) for 15 min, permeabilized in PBS/T for 15 min, and the blocked in 4% BSA + PBS/T solution for 1 h. Then cells were incubated overnight with primary antibody for α-SMA (1:500, Sigma, cat# A 2547) in 4% BSA + PBS/T and then with donkey anti-mouse Alexa Fluor Plus 594 (1:2000, Thermo Fisher Scientific, cat# A32744) secondary antibody. To visualize nuclei, cells were incubated with Hoechst stain (Thermo Fisher Scientific, cat# H3570) in PBS for 10 min. α-SMA and Hoechst staining were visualized with Cytation 5. The mean intensity of α-SMA staining and nuclear count was recorded for further analysis.

### Acetylome analysis

Mouse hearts were snap frozen in liquid nitrogen after harvest and then sent to Cell Signaling Technology for protein extraction and analysis. Heart extracts were sonicated, centrifuged, reduced with dithiothreitol, and alkylated with iodoacetamide. Then 5 mg of total protein for each heart was digested with trypsin, purified over C18 columns (Waters), and enriched using the PTMScan HS Acetyl-Lysine Motif Antibody (CST cat# 46784) as previously described^42^. Enriched samples were purified over C18 tips, and LC-MS/MS analysis was performed using an Orbitrap-Fusion Lumos Tribrid Mass Spectrometer as previously described^43^, with replicate injections of each sample run non-sequentially. Briefly, peptides were separated using a 50 cm × 100 µM PicoFrit capillary column packed with C18 reversed-phase resin and eluted with a 90-min linear gradient of acetonitrile in 0.125% formic acid delivered at 280 nL/min. Full MS parameter settings are available upon request.

MS spectra were evaluated by Cell Signaling Technology using Comet and the GFY-Core platform (Harvard University)^44^. Searches were performed against the most recent update of the National Center for Biotechnology Information *Mus musculus* database with a mass accuracy of ±20 ppm for precursor ions and 0.02 Da for product ions. Results were filtered to a 1% peptide-level false discovery rate with a mass accuracy of ±5 ppm on precursor ions and presence of an acetylated lysine residue. Site localization confidence was determined with AScore^45^. All quantitative results were generated with Skyline^46^ to extract the integrated peak area of the corresponding peptide assignments. The accuracy of quantitative data was ensured by manual review in Skyline or in the ion chromatogram files. A two-tailed equal variance *t*-test was used to generate *P* values.

STRING enrichment analysis^47^ was used to determine the molecular function of proteins with altered acetylation. For functional enrichment analysis, we included only proteins with changed acetylation in HFpEF (two folds change cutoff in HFpEF + vehicle vs control + vehicle; *P* < 0.05) and restored acetylation after HDAC6 inhibition (HFpEF+TYA-018 vs control + vehicle; *P* < 0.05).

### Statistics and reproducibility

All values are expressed as mean ± SEM. Statistical analyses were carried out by two-tailed unpaired Student *t* test for two groups or one- or two-way ANOVA followed by the Tukey post-hoc analysis for three or more groups. The statistical analyses used for each figure are indicated in the corresponding figure legends. Survival curves were plotted by the Kaplan–Meier method. Statistical analyses were conducted using Prism 10 (GraphPad Software). All experiments are represented by multiple biological replicates or independent experiments. The number of replicates per experiment is indicated in the legends or figures. All experiments were conducted using at least two independent experimental materials or cohorts to reproduce similar results. No sample was excluded from the analysis. A *p* value of less than 0.05 was considered significant.

The sample size was based on *n* values needed to evaluate differences between groups in prior studies. No statistical methods were used to predetermine the sample size. Whenever possible, group assignments were randomized and the investigators were blinded to allocation during experiments and outcome assessment.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Peer Review File

## Source data

Source data

## Data Availability

Bulk RNA-Seq data and single nuclei RNA-Seq data that support the findings of this study have been deposited in Gene Expression Omnibus with the primary accession number GSE249414. The mass spectrometry proteomics data of acetylome analysis have been deposited to the ProteomeXchange Consortium via the PRIDE^48^ partner repository with the dataset identifier PXD048363. Source data are provided with this paper. Any additional data is available upon request to the corresponding author (Jin Yang ).

## References

[1] Omote, K., Verbrugge, F. H. & Borlaug, B. A. Heart failure with preserved ejection fraction: mechanisms and treatment strategies. *Annu. Rev. Med.***73**, 321–337 (2022).34379445 10.1146/annurev-med-042220-022745PMC9002335

[2] Heidenreich, P. A. et al. 2022 AHA/ACC/HFSA guideline for the management of heart failure: executive summary: a report of the American College of Cardiology/American Heart Association Joint Committee on Clinical Practice Guidelines. *J. Am. Coll. Cardiol.***79**, 1757–1780 (2022).35379504 10.1016/j.jacc.2021.12.011

[3] Borlaug, B. A. Evaluation and management of heart failure with preserved ejection fraction. *Nat. Rev. Cardiol.***17**, 559–573 (2020).32231333 10.1038/s41569-020-0363-2

[4] Kumar, A. A., Kelly, D. P. & Chirinos, J. A. Mitochondrial dysfunction in heart failure with preserved ejection fraction. *Circulation***139**, 1435–1450 (2019).30856000 10.1161/CIRCULATIONAHA.118.036259PMC6414077

[5] Sweeney, M., Corden, B. & Cook, S. A. Targeting cardiac fibrosis in heart failure with preserved ejection fraction: mirage or miracle? *EMBO Mol. Med.***12**, e10865 (2020).32955172 10.15252/emmm.201910865PMC7539225

[6] Spinale, F. G. & Zile, M. R. Integrating the myocardial matrix into heart failure recognition and management. *Circ. Res.***113**, 725–738 (2013).23989715 10.1161/CIRCRESAHA.113.300309PMC3869184

[7] Zile, M. R. et al. Myocardial stiffness in patients with heart failure and a preserved ejection fraction: contributions of collagen and titin. *Circulation***131**, 1247–1259 (2015).25637629 10.1161/CIRCULATIONAHA.114.013215PMC4390480

[8] Abdellatif, M. et al. Nicotinamide for the treatment of heart failure with preserved ejection fraction. *Sci. Transl. Med.***13**, 580 (2021).10.1126/scitranslmed.abd7064PMC761149933568522

[9] Travers, J. G. et al. HDAC inhibition reverses preexisting diastolic dysfunction and blocks covert extracellular matrix remodeling. *Circulation***143**, 1874–1890 (2021).33682427 10.1161/CIRCULATIONAHA.120.046462PMC8884170

[10] Wallner, M. et al. HDAC inhibition improves cardiopulmonary function in a feline model of diastolic dysfunction. *Sci. Transl. Med.***12**, eaay7205 (2020).10.1126/scitranslmed.aay7205PMC706525731915304

[11] Yang, J. et al. Phenotypic screening with deep learning identifies HDAC6 inhibitors as cardioprotective in a BAG3 mouse model of dilated cardiomyopathy. *Sci. Transl. Med.***14**, eabl5654 (2022).35857625 10.1126/scitranslmed.abl5654

[12] Lopaschuk, G. D. et al. Cardiac energy metabolism in heart failure. *Circ. Res.***128**, 1487–1513 (2021).33983836 10.1161/CIRCRESAHA.121.318241PMC8136750

[13] Schiattarella, G. G. et al. Nitrosative stress drives heart failure with preserved ejection fraction. *Nature***568**, 351–356 (2019).30971818 10.1038/s41586-019-1100-zPMC6635957

[14] Savji, N. et al. The association of obesity and cardiometabolic traits with incident HFpEF and HFrEF. *JACC Heart Fail***6**, 701–709 (2018).30007554 10.1016/j.jchf.2018.05.018PMC6076337

[15] Bozkurt, B. et al. Contributory risk and management of comorbidities of hypertension, obesity, diabetes mellitus, hyperlipidemia, and metabolic syndrome in chronic heart failure: a scientific statement from the American Heart Association. *Circulation***134**, e535–e578 (2016).27799274 10.1161/CIR.0000000000000450

[16] Hahn, V. S. et al. Myocardial gene expression signatures in human heart failure with preserved ejection fraction. *Circulation***143**, 120–134 (2021).33118835 10.1161/CIRCULATIONAHA.120.050498PMC7856095

[17] Paulus, W. J. Unfolding discoveries in heart failure. *N. Engl. J. Med.***382**, 679–682 (2020).32053308 10.1056/NEJMcibr1913825

[18] Anker, S. D. et al. Empagliflozin in Heart Failure with a Preserved Ejection Fraction. *N. Engl. J. Med.***385**, 1451–1461 (2021).34449189 10.1056/NEJMoa2107038

[19] Subramanian, A. et al. Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. *Proc. Natl Acad. Sci. USA***102**, 15545–15550 (2005).16199517 10.1073/pnas.0506580102PMC1239896

[20] Zile, M. R., Baicu, C. F. & Gaasch, W. H. Diastolic heart failure-abnormalities in active relaxation and passive stiffness of the left ventricle. *N. Engl. J. Med.***350**, 1953–1959 (2004).15128895 10.1056/NEJMoa032566

[21] Zaleska, M. et al. The cardiac stress response factor Ms1 can bind to DNA and has a function in the nucleus. *PLoS One***10**, e0144614 (2015).26656831 10.1371/journal.pone.0144614PMC4682817

[22] Hay, J. M. et al. Transcriptional and post-translational targeting of myocyte stress protein 1 (MS1) by the JNK pathway in cardiac myocytes. *J. Mol. Signal***12**, 3 (2017).30210579 10.5334/1750-2187-12-3PMC5853832

[23] Su, B. C., Hsu, P. L. & Mo, F. E. CCN1 triggers adaptive autophagy in cardiomyocytes to curb its apoptotic activities. *J. Cell Commun. Signal***14**, 93–100 (2020).31659628 10.1007/s12079-019-00534-6PMC7176774

[24] Soraya, A. S. et al. ATF3 expression in cardiomyocytes and myofibroblasts following transverse aortic constriction displays distinct phenotypes. *Int. J. Cardiol. Heart Vasc.***32**, 100706 (2021).33437861 10.1016/j.ijcha.2020.100706PMC7786009

[25] Jeong, M. Y. et al. Histone deacetylase activity governs diastolic dysfunction through a nongenomic mechanism. *Sci. Transl. Med.***10**, eaao0144 (2018).10.1126/scitranslmed.aao0144PMC590821529437146

[26] Chen, X. et al. Acetylation of SERCA2a, another target for heart failure treatment? *Circ. Res.***124**, 1285–1287 (2019).31021723 10.1161/CIRCRESAHA.119.315017PMC6564686

[27] Lin, Y. H. et al. Site-specific acetyl-mimetic modification of cardiac troponin I modulates myofilament relaxation and calcium sensitivity. *J. Mol. Cell Cardiol.***139**, 135–147 (2020).31981571 10.1016/j.yjmcc.2020.01.007PMC7363438

[28] Lin, Y. H. et al. HDAC6 modulates myofibril stiffness and diastolic function of the heart. *J. Clin. Investig.***132**, e148333 (2022).10.1172/JCI148333PMC910634435575093

[29] Lysyganicz, P. K. et al. Loss of deacetylation enzymes Hdac6 and Sirt2 promotes acetylation of cytoplasmic tubulin, but suppresses axonemal acetylation in zebrafish Cilia. *Front. Cell Dev. Biol.***9**, 676214 (2021).34268305 10.3389/fcell.2021.676214PMC8276265

[30] Tang, X. et al. SIRT2 acts as a cardioprotective deacetylase in pathological cardiac hypertrophy. *Circulation***136**, 2051–2067 (2017).28947430 10.1161/CIRCULATIONAHA.117.028728PMC5698109

[31] Murugasamy, K., Munjal, A. & Sundaresan, N. R. Emerging roles of SIRT3 in cardiac metabolism. *Front. Cardiovasc. Med.***9**, 850340 (2022).35369299 10.3389/fcvm.2022.850340PMC8971545

[32] Li, Y., Shin, D. & Kwon, S. H. Histone deacetylase 6 plays a role as a distinct regulator of diverse cellular processes. *FEBS J.***280**, 775–793 (2013).23181831 10.1111/febs.12079

[33] Ma, S. et al. SIRT1 activation by resveratrol alleviates cardiac dysfunction via mitochondrial regulation in diabetic cardiomyopathy mice. *Oxid. Med. Cell Longev.***2017**, 4602715 (2017).28883902 10.1155/2017/4602715PMC5572590

[34] Wright, E. M., Loo, D. D. & Hirayama, B. A. Biology of human sodium glucose transporters. *Physiol. Rev.***91**, 733–794 (2011).21527736 10.1152/physrev.00055.2009

[35] Zhou, L. et al. Human cardiomyocytes express high level of Na+/glucose cotransporter 1 (SGLT1). *J. Cell Biochem.***90**, 339–346 (2003).14505350 10.1002/jcb.10631

[36] Packer, M. Critical reanalysis of the mechanisms underlying the cardiorenal benefits of SGLT2 inhibitors and reaffirmation of the nutrient deprivation signaling/autophagy hypothesis. *Circulation***146**, 1383–1405 (2022).36315602 10.1161/CIRCULATIONAHA.122.061732PMC9624240

[37] Yang, J. et al. Targeting LOXL2 for cardiac interstitial fibrosis and heart failure treatment. *Nat. Commun.***7**, 13710 (2016).27966531 10.1038/ncomms13710PMC5171850

[38] Feyen, D. A. M. et al. Metabolic maturation media improve physiological function of human iPSC-derived cardiomyocytes. *Cell Rep.***32**, 107925 (2020).32697997 10.1016/j.celrep.2020.107925PMC7437654

[39] Chen, S. et al. fastp: an ultra-fast all-in-one FASTQ preprocessor. *Bioinformatics***34**, i884–i890 (2018).30423086 10.1093/bioinformatics/bty560PMC6129281

[40] Patro, R. et al. Salmon provides fast and bias-aware quantification of transcript expression. *Nat. Methods***14**, 417–419 (2017).28263959 10.1038/nmeth.4197PMC5600148

[41] Glickman, M. E., Rao, S. R. & Schultz, M. R. False discovery rate control is a recommended alternative to Bonferroni-type adjustments in health studies. *J. Clin. Epidemiol.***67**, 850–857 (2014).24831050 10.1016/j.jclinepi.2014.03.012

[42] Stokes, M. P. et al. Complementary PTM profiling of drug response in human gastric carcinoma by immunoaffinity and IMAC methods with total proteome analysis. *Proteomes***3**, 160–183 (2015).28248267 10.3390/proteomes3030160PMC5217380

[43] Possemato, A. P. et al. Multiplexed phosphoproteomic profiling using titanium dioxide and immunoaffinity enrichments reveals complementary phosphorylation events. *J. Proteome Res***16**, 1506–1514 (2017).28171727 10.1021/acs.jproteome.6b00905PMC5538569

[44] Eng, J. K., Jahan, T. A. & Hoopmann, M. R. Comet: an open-source MS/MS sequence database search tool. *Proteomics***13**, 22–24 (2013).23148064 10.1002/pmic.201200439

[45] Beausoleil, S. A. et al. A probability-based approach for high-throughput protein phosphorylation analysis and site localization. *Nat. Biotechnol.***24**, 1285–1292 (2006).16964243 10.1038/nbt1240

[46] MacLean, B. et al. Skyline: an open source document editor for creating and analyzing targeted proteomics experiments. *Bioinformatics***26**, 966–968 (2010).20147306 10.1093/bioinformatics/btq054PMC2844992

[47] Snel, B. et al. STRING: a web-server to retrieve and display the repeatedly occurring neighbourhood of a gene. *Nucleic Acids Res.***28**, 3442–3444 (2000).10982861 10.1093/nar/28.18.3442PMC110752

[48] Perez-Riverol, Y. et al. The PRIDE database resources in 2022: a hub for mass spectrometry-based proteomics evidences. *Nucleic Acids Res.***50**, D543–D552 (2022).34723319 10.1093/nar/gkab1038PMC8728295

How the deposited data were processed for this re-analysis (not part of the article)

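Left ventricular RNA of 5 control mice and 5 HFD+mTAC mice, all given vehicle, was analyzed, with the group of each mouse taken from the sample labels. According to the paper, libraries were made with a stranded mRNA kit, sequenced on a NovaSeq, trimmed with fastp and quantified with salmon on GENCODE transcripts of GRCm38. The paper gives paired-end reads of 50 bases, whereas the sample labels give single-end reads of 100 bases and an average of 29.8 M reads.

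The authors deposited expected counts per gene, estimated by salmon and summed with tximport without normalization, and 20.07% of these values are not whole numbers. The authors also deposited TPM values, which are scaled to a common total within each mouse and corrected for transcript length. The other deposited values are average effective transcript lengths in bases per gene and mouse, as tximport gives them. TPM equals counts divided by these lengths, scaled to the column sum, within a relative difference of 0.000507. TPM columns sum to between 94.8 and 96.6% of their nominal total, so that some transcripts lie outside the genes listed.

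The files name genes by symbol. Of 29564 genes, 24949 symbols matched the RefSeq annotation of GRCm38, 1291 matched through an older symbol and 3324 did not match. Of all symbols, 19 are numbers, as spreadsheets make of gene names that look like dates. Gene coordinates and biotypes come from the GENCODE annotation of GRCm38 (release M21), which is an older release than the one the paper names. Where it lacked a gene, the biotype was that of RefSeq.

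Depth was 34.2 to 53.7 M estimated counts per mouse, with a mean of 41.3 M, and 12.7 to 21.1 M on protein-coding genes outside the mitochondrial genome. The share of counts taken by the 10 most abundant genes outside the mitochondrial genome did not differ detectably between the groups (exact permutation test, p = 0.365). Genes were tested when protein-coding, not mitochondrially encoded and with at least 1 count in 90% of the mice. In a pairwise comparison of libraries within each group, the chi-square per degree of freedom was at least 12.9, whereas repeats of one library give values near 1.

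Counts were rounded and tested in R 4.3.3 with edgeR 4.0.16 (TMM normalization, quasi-likelihood test, adjusted p under 0.05, common dispersion 0.0422). All 5 mice of each group were used with no covariate, since the labels give no batch and no pairing. Pre-ranked GSEA was run with gseapy 1.3.1 in Python 3.11.15 (weight 1, 1000 permutations, seed 0, false discovery rate under 0.25) on equal-variance t-statistics of log2(TPM + 1) after renormalization of TPM over the genes kept. The paper used the program of the Broad Institute. The Gene Ontology sets of the paper were not used here. In their place stand 8 lists written by hand for the terms of Fig. 2a and the mouse Reactome collection of the fgsea package 1.28.0, of which 681 of 1457 sets had 15 to 500 genes among those tested. Of the 7111 Entrez identifiers of this collection, 6847 matched genes of the files.

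Single values were compared with two-sided exact permutation tests over the 252 arrangements of 5 mice against 5, of which the smallest possible p is 0.0079. Permutation p-values of correlations used 100000 permutations. The genes named in the text are those the paper names, the 5 largest rises and 5 largest falls among genes with an adjusted p under 0.05, a mean of at least 5 CPM and no overlap between the groups, and for each list the 3 members with the smallest adjusted p in the direction of the paper's term and 1 in the other. Other genes are said to be named after their values were seen. Some genes and pathways that these rules select are not reported here.

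Alternatives set before the data were examined were, for single genes, DESeq2's size factors, upper-quartile normalization, DESeq2 1.42.0, limma 3.58.1 on log2(TPM + 1), other filters on low counts, all biotypes, transcript lengths as an offset, the robust form of edgeR's test, the median over choices of 3 of the 5 control mice and the omission of each mouse in turn. For gene sets they were another pseudocount (0.1), other filters, all biotypes, other ranking statistics, camera with the correlation between genes estimated, Reactome pathways of the same subject, the median over choices of 3 of the 5 control mice and the omission of each mouse. The first principal component as a covariate was added after the data were seen. Other divisions of the 10 mice into groups of 5 were counted in 100 of the 126 possible for single genes and the lists, and in 40 for Reactome pathways.

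The tests were run on simulated data with 5 mice per group. Of 100 genes changed by 1 on the log2 scale, edgeR called 71, DESeq2 74 and limma 33. Of 100 changed by 0.5, they called 7, 25 and 0. Of the unchanged genes, they called 4, 28 and 1. In simulated sets of 40 genes, GSEA gave an NES of 3.61 to a raised set and -2.99 to a lowered set, and 3 of 50 unchanged sets passed the threshold. Every gene of the changed sets moved by 1 on the log2 scale, and genes were simulated independently. The real lists moved less and their genes were correlated, so the simulation does not give their rate of false passes. Among 100 divisions of the mice, complex I, complexes II to IV and ATP synthase passed in 65, 56 and 57, the real one included.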

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

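All tests of explanations in this part were chosen after the differences between the groups had been seen, except the count of other divisions of the mice for the genes. The choice of comparisons, thresholds and alternatives was made before the data were examined, apart from the ones said to be added.

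The paper does not name the genes given here, which are among the 8 with an adjusted p under 0.05. Whether they belong to the Gene Ontology sets of the paper was not checked. Log2 fold changes in edgeR's test were 1.39 for Chrna2, 1.31 for Edn3, 1.00 for Papln, 0.77 for Fbp2, 0.60 for Acsf2, -0.87 for Lrrc4b and -0.54 for Bckdhb. Each of these was in the same direction in 5 of 5 HFD+mTAC mice relative to the control mean. At least 8 genes passed in 2 of 100 divisions of the mice, the real one included. The groups did not differ detectably in counts on protein-coding genes (exact permutation p = 0.198) or in the share of the 10 most abundant genes (exact permutation p = 0.365). With transcript lengths as an offset, none of these genes passed, so a dependence on lengths is not excluded for them. GC content, shared reads of related genes and a strain variant were not tested for these genes, and they are not excluded.

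A candidate explanation for the rises of Acsf2 and Fbp2 is a response of the fatty acid receptor PPARα to the diet. Other target genes of this receptor, in a list written after fatty acid pathways had been seen to be enriched, had an NES of 2.37, with 18 of 21 in the leading edge. A score as far from 0 arose in 1 of 100 divisions of the mice, the real one. The list shares genes with the fatty acid pathways, so it is not an independent test. The mean of the target genes per mouse was higher by 0.30 on the log2 scale in HFD+mTAC mice (exact permutation p = 0.103, adjusted over 11 lists 0.378). Diet and constriction were applied together, so that the 2 cannot be told apart in these mice.

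Some mice lay far from the other 4 of their group. Control mouse TT-587 had the highest mean of skeletal muscle markers in its group (3.358), with the other control mice between 2.49 and 2.72. HFD+mTAC mouse TT-590 had 1120.7 CPM of Acta1 against 219.74 to 422.51 in the others, and the log2 fold change of Acta1 ranged from 0.61 to 1.31 when each mouse was left out. HFD+mTAC mouse TT-589 had the highest Atp5f1 (1663) and Fbp2 (75.3) and the lowest Edn3 (9.44) of its group. With each mouse left out, the log2 fold changes of these 3 genes stayed between -0.22 and -0.15, 0.68 and 0.82, and 1.19 and 1.41. HFD+mTAC mouse TT-591 had the highest Plcg1 (150.53), with a range of 0.16 to 0.26. Such distances were found in 6 of 152 groups of values, and 7.6 would be found by chance, so no pattern of single mice stands out from them. Each distance compares 1 mouse with its nearest neighbor, so a pair lying apart together can go undetected. Control mice TT-583 and TT-584, chosen after their values were seen, had mitochondrial shares of 43.8 and 44.0% of counts. The other control mice had 49.5 to 50.9%, and HFD+mTAC mice 46.4 to 52.7%. The same pair had the lowest night-phase minus day-phase clock scores (1.45 and 1.38). No explanation was tested for single mice, and no biological explanation was tested since the mice of a group share their condition.

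Of the 99 other divisions of the mice tested, 95 gave no gene at an adjusted p under 0.05, 3 gave 1 or 2, and 1 gave 1424. That division sets control mice TT-583, TT-584 and TT-587 with HFD+mTAC mice TT-590 and TT-591 against the other 5, and so mixes both conditions. It follows the sign of the first principal component, which carries 23.9% of the variance. These are samples grouped by their data and not conditions. Of 13 measures compared with the component across the 10 mice, none had a Spearman coefficient with an adjusted permutation p under 0.05. The Spearman coefficients farthest from 0 were those of skeletal muscle markers (Spearman -0.588, permutation p = 0.0804, adjusted 0.348; Pearson -0.379, and -0.44 without the 2 farthest mice), fibroblast markers (Spearman -0.588, permutation p = 0.0795, adjusted 0.348; Pearson -0.441, and -0.246 without them), the share of counts of 10 genes (Spearman -0.6, permutation p = 0.0736, adjusted 0.348; Pearson -0.522, and -0.345) and counts on protein-coding genes (Spearman 0.527, permutation p = 0.123, adjusted 0.4; Pearson 0.253, and 0.397). The Spearman coefficient was nearer to 0 for white fat (-0.455), endothelium (-0.442), brown fat (-0.321), macrophage (-0.2), blood (-0.042) and atrial myocyte (0.042) markers, clock genes (-0.115), the share of mitochondrial counts (0.055) and transcript length (-0.042), with adjusted permutation p of at least 0.445. For these measures, in the same order, the Pearson coefficient was -0.445, -0.406, -0.237, -0.225, -0.035, -0.022, 0.097, 0.171 and -0.186, and without the 2 farthest mice it was 0.109, -0.203, -0.773, 0.035, -0.085, 0.415, -0.319, -0.081 and -0.274. Brown fat markers had the value farthest from 0 of all 13 measures once those mice were left out. With 10 mice, a coefficient short of the threshold excludes none of the 13 measures, so the component cannot be told apart from them, and a sequencing batch is not given in the labels.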

How the results depend on the processing

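The first principal component as a covariate, the correction for gene length and abundance, and the thinning of libraries were chosen after the data were seen. The other alternatives were set beforehand.

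Of the differentially expressed genes, edgeR's 8 became 120 with DESeq2 (62 higher and 58 lower in place of 6 and 2), 1 with limma on log2(TPM + 1), 1 with transcript lengths as an offset, 1 as the median over choices of 3 of the 5 control mice, and 54 with the first principal component as a covariate (35 higher and 19 lower). DESeq2 and the covariate shared all 8 genes with edgeR. In simulated data DESeq2 made 28 false calls against 4 by edgeR. DESeq2's size factors, upper-quartile normalization, the other filters, all biotypes and the robust test gave 7 or 8 genes. Leaving out each mouse gave 1 to 9 genes. The causes of these changes were not tested.

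For complex I and ATP synthase, the direction and the side of the threshold stayed the same under every alternative run, leave-one-out included, except camera, which gave false discovery rates of 0.467 and 0.467. For complexes II to IV, the NES was -1.21 when genes were ranked by log2 fold change and -0.932 with the principal component, neither past the threshold, and camera gave 0.467. Leaving out each mouse gave -1.87 to -1.09, and 9 of 10 passed. The ECM list scored 1.31 with genes of TPM of at least 1, 1.30 ranked by edgeR's square root of F and 1.79 with the principal component, all past the threshold, but -0.50 with all biotypes, a reversal. The same 10 omissions gave 0.803 to 1.31, of which 1 passed. TGFβ receptor signaling scored 1.18 by edgeR's square root of F, past the threshold, and reversed to -0.721 with all biotypes and to -1.26 in Reactome. Its omissions gave 0.728 to 1.27, of which 1 passed. PDGFR signaling lost the threshold with all biotypes (0.752), with the principal component (1.23), over choices of 3 control mice (median 1.30), with camera (false discovery rate 0.746) and in Reactome (1.08), and omissions gave 1.17 to 1.69, of which 4 of 10 passed. After the correction for gene length and abundance, it scored 1.35 and did not pass (false discovery rate 0.338). Hypertrophy passed without a filter (1.30) and over choices of 3 control mice (median 1.32). It reversed with genes of TPM of at least 1 (-0.974), with all biotypes (-0.966), ranked by log2 fold change (-1.03) or edgeR's square root of F (-0.878), and with camera (false discovery rate 0.989), and omissions gave 1.01 to 1.49, of which 3 passed. Cardiac contraction lost the threshold ranked by log2 fold change (-0.947), with camera (false discovery rate 0.888) and in Reactome (-0.967), and omissions gave -1.64 to 0.823, of which 7 passed as depleted. The causes were not tested.

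Of the Reactome pathways, 36 passed, against 93 without a filter, 109 with all biotypes, 61 ranked by limma's statistic, 19 by log2 fold change, 160 by edgeR's square root of F, 23 as the median over choices of 3 control mice and 0 with camera, which had 4 pathways at an unadjusted p under 0.05. The balance of 20 enriched and 16 depleted did not hold either, with 70 and 23 without a filter, 6 and 103 with all biotypes, 41 and 20 by limma's statistic, 0 and 19 by log2 fold change, and 34 and 126 by edgeR's square root of F. Omissions gave 8 to 89 pathways. The causes were not tested.

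Among named genes, the log2 fold change of Col3a1 reversed to 0.0261 with limma, the log2 fold change of Abra to -0.0086 with lengths as an offset, and the log2 fold change of Ndufv2 to 0.0063 with limma. Leaving out each mouse gave -0.332 to 0.114 for Timp1, -0.0931 to 0.18 for Abra and -0.073 to 0.118 for Ndufs1. Hdac6 mRNA kept its direction and stayed short of the threshold under every alternative run. Under the other alternatives, 7 genes lost the threshold at 22 values and 4 (Col8a1, Hspg2, Ltbp4 and Hdac4) passed it with DESeq2. With each mouse left out, 7 genes lost it at 52 values.

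In simulated data with 5 mice per group, edgeR called 7 of 100 changes of 0.5 on the log2 scale, and the named respiratory chain genes changed by less than that. The simulation did not vary depth, so what part depth and the spread between mice have in this was not tested. With every library thinned to the smallest total, 12.7 M counts on protein-coding genes, the 3 respiratory chain lists still passed the threshold.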

Differences from the paper's values

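An enrichment score was taken to differ when the signs differed or when the distance was larger than the greater of the reading error of the figure and the jackknife standard error of the 10 fits that each left out 1 mouse. These errors are large (0.461 to 2.03), which makes it easy to find no difference. The hand-written lists are not the Gene Ontology sets of the paper, so that a difference in score is a difference between lists as well as between analyses. Their false discovery rates were taken over 8 lists alone, so passing the threshold is not equivalent to the paper's calls. A score of -1.28 gave 0.106 among the 8 lists (cardiac contraction). A score of -1.26 gave 0.561 among 681 Reactome pathways (TGFβ receptor complex signaling).

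The paper's text gives an average of 99.86 M reads per sample, and the estimated counts here averaged 41.3 M per mouse. No alternative bears on this value.

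For the ECM list, the paper's score is about 1.8 in Fig. 2a, read by eye, and the score here was 1.13. None of the alternatives set before the data were examined closed the gap, leave-one-out and the median over choices of 3 control mice included. Taken singly, 3 of the 10 choices closed it. It also closed with covariates that were chosen after seeing the values, the first principal component (1.79) and the share of mitochondrial counts (1.62). With genes of TPM of at least 1 (1.31), the list passed the threshold but did not close the gap. The same held when genes were ranked by edgeR's square root of F (1.30) and without control mouse TT-583 (1.31). The 3 choices that closed the gap also passed the threshold.

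For TGFβ receptor signaling, the paper's score is about 1.8 in Fig. 2a, read by eye, and the score here was 1.02. None of the alternatives set before the data were examined closed the gap, leave-one-out and the median over choices of 3 control mice included, and 1 of the 10 single choices did. The share of mitochondrial counts as a covariate, chosen after seeing the values, also closed it (1.38). The list passed the threshold when ranked by edgeR's square root of F (1.18), without control mouse TT-583 (1.27) and in 2 of the 10 choices, 1 of them the choice that closed the gap.

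For hypertrophy, the paper's score is about 2.0 in Fig. 2a, read by eye, and the score here was 1.19. None of the alternatives set before the data were examined closed the gap, leave-one-out and the median over choices of 3 control mice included, and 1 of the 10 single choices did. The list passed the threshold without a filter on low values (1.30) and as the median over choices of 3 control mice (1.32, with 6 of the 10 choices past it). It also passed without control mouse TT-584 (1.41), without control mouse TT-585 (1.43) and without HFD+mTAC mouse TT-591 (1.49).

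For regulation of cardiac muscle contraction, the paper's score is about 1.9 in Fig. 2a, read by eye, and the score here was -1.28, in the opposite direction. None of the alternatives set before the data were examined closed the gap except the fit that left out HFD+mTAC mouse TT-591 (0.823). Of the 10 single choices of 3 control mice, 1 closed it, and their median did not.

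For Nppb mRNA, the paper's supplementary source data give a log2 ratio of 0.99 by qPCR in HFD+mTAC mice (n = 5) against control mice (n = 4), and the log2 fold change here was -0.56. For Col3a1 mRNA the paper's value is 1.69, and the log2 fold change here was -0.26. The assays differ, and whether the mice are the same is not stated. None of the alternatives set before the data were examined closed the gap for Nppb. For Col3a1, limma gave 0.03, with the paper's sign but short of its value, and no alternative closed the gap.

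The paper's text reports hypertrophy, contraction, TGFβ, ECM and PDGFR gene sets as enriched in HFD+mTAC hearts. Here PDGFR signaling passed the threshold in that direction (1.52, and in 4 of the 10 fits that each left out 1 mouse), whereas cardiac contraction passed it in the other direction, and the other 3 did not pass it. With only TT-585, TT-586 and TT-587 as control mice, all of these lists but contraction passed in the paper's direction.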

Other observations

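All tests of explanations in this part were chosen after the scores of the lists and the counts of genes had been seen, except the counts of other divisions of the mice.

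For the 8 lists, a score as far from 0 as the real one arose, among 100 divisions of the 10 mice, in 28 for complex I, 22 for complexes II to IV, 15 for ATP synthase, 57 for ECM, 58 for TGFβ receptor signaling, 8 for PDGFR signaling, 32 for hypertrophy and 54 for cardiac contraction, the real one included. For Reactome pathways, 24 of 40 divisions gave as many past the threshold. The gene permutation behind the false discovery rate leaves out the correlation between genes of a list, and with divisions of the mice none of the 8 lists was distinguished from other groupings of the same mice. The complex I list passed the threshold of 0.25 in 65 of the 100 divisions.

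The lower scores of the 3 respiratory chain lists were tested against technical explanations. After the t-statistics were corrected for gene length and abundance, 3 of 3 lists still passed, with smaller scores of -1.77, -1.37 and -1.61. With the share of mitochondrially encoded counts as a covariate, 3 passed, and with every library thinned to the smallest total, 3 passed. Cytosolic ribosomal protein genes, which are short and abundant as well, scored 0.528. Endothelial markers differed by -0.0181 on the log2 scale. Fibroblast markers were higher by 0.137 (exact permutation p = 0.381) and macrophage markers by 0.0735 (exact permutation p = 0.54), so that a larger share of these cells in the RNA can neither be shown nor excluded as a candidate source. Since other divisions of the mice scored as far from 0, the lower scores cannot be told apart from chance groupings of mice that vary in these genes, and a biological reading stays a hypothesis.

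Nuclear genes of the mitochondrial ribosome scored -1.81, near the respiratory chain lists. Genes of mitochondrial beta-oxidation scored 1.66 and passed the threshold in 3 of the 10 fits that each left out 1 mouse. Since beta-oxidation genes respond to fatty acids, and the diet differed between the groups, their score cannot tell whether nuclear genes for mitochondria were lower in general.

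Hdac6 mRNA was 23.0 ± 3.95 CPM (SD, n = 5) in control mice and 24.7 ± 3.19 (SD, n = 5) in HFD+mTAC mice, a log2 fold change of 0.11 (standard error 0.13, adjusted p = 0.899 from edgeR) and a two-sided exact permutation p of 0.444. It was above the control mean in 4 of 5 HFD+mTAC mice. With each mouse left out, the log2 fold change ranged from 0.04 to 0.19. The paper measured the protein.

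Nppb was 487 ± 134 CPM (SD, n = 5) in control mice and 330 ± 93.2 (SD, n = 5) in HFD+mTAC mice, a log2 fold change of -0.56 (standard error 0.22, adjusted p = 0.505 from edgeR), and 0 of 5 HFD+mTAC mice lay above the control mean (exact permutation p = 0.0714). Nppa, named after its values were seen, had a log2 fold change of -0.54 (adjusted p = 0.659 from edgeR). Atrial tissue in the control samples was tested as an explanation. The mean of atrial markers differed by -0.224 on the log2 scale in HFD+mTAC mice (exact permutation p = 0.0714), less than the bound of 0.25 set before the test. Values of single mice go against it for Nppb. Control mice TT-583 and TT-584 had the highest Nppb (602.58 and 619.49 CPM) and the lowest atrial means of the control mice (0.905 and 0.816), whereas control mouse TT-586 had the highest atrial mean (1.426) and 352.21 CPM of Nppb. Nppa was highest in control mouse TT-587 (370.93 CPM, atrial mean 1.227) and next in HFD+mTAC mouse TT-590 (335.76 CPM, atrial mean 0.809).

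Other genes that the paper names in its HFD+L-NAME model were also measured here in HFD+mTAC mice. Lum, Mmp2 and Mmp17 had log2 fold changes of 0.33, 0.21 and 0.35, Timp1 -0.05, Pdgfra 0.06, Xirp2 0.18, Abra 0.04, Atf3 -0.51 and Cyr61 -0.25, and none had an adjusted p under 0.05 in edgeR's test (0.607 to 0.983).

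Clock genes of the night phase minus those of the day phase gave 2.46 ± 1.01 (SD, n = 5) in control mice and 3.51 ± 0.373 (SD, n = 5) in HFD+mTAC mice, a difference of 1.05 (exact permutation p = 0.0635), with 5 of 5 HFD+mTAC mice above the control mean. Control mice TT-583 and TT-584 had 1.45 and 1.38, against 2.63, 3.58 and 3.25 in the other control mice. The HFD+mTAC mice lay between 3.06 and 3.90, so the difference came largely from TT-583 and TT-584. A different hour of tissue collection could give such a difference, but no collection times are given, so that this cannot be decided. The night-phase genes alone differed by 0.70 (exact permutation p = 0.0397, adjusted over 11 lists 0.378).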
